# Blockade of beta-adrenergic receptors reduces cancer growth and enhances the response to anti-CTLA4 therapy by modulating the tumor microenvironment

**DOI:** 10.1038/s41388-021-02170-0

**Published:** 2022-01-11

**Authors:** Klaire Yixin Fjæstad, Anne Mette Askehøj Rømer, Victor Goitea, Astrid Zedlitz Johansen, Marie-Louise Thorseth, Marco Carretta, Lars Henning Engelholm, Lars Grøntved, Niels Junker, Daniel Hargbøl Madsen

**Keywords:** Cancer microenvironment, Tumour angiogenesis, Tumour immunology

## Abstract

The development of immune checkpoint inhibitors (ICI) marks an important breakthrough of cancer therapies in the past years. However, only a limited fraction of patients benefit from such treatments, prompting the search for immune modulating agents that can improve the therapeutic efficacy. The nonselective beta blocker, propranolol, which for decades has been prescribed for the treatment of cardiovascular conditions, has recently been used successfully to treat metastatic angiosarcoma. These results have led to an orphan drug designation by the European Medicines Agency for the treatment of soft tissue sarcomas. The anti-tumor effects of propranolol are suggested to involve the reduction of cancer cell proliferation as well as angiogenesis. Here, we show that oral administration of propranolol delays tumor progression of MCA205 fibrosarcoma model and MC38 colon cancer model and increases the survival rate of tumor bearing mice. Propranolol works by reducing tumor angiogenesis and facilitating an anti-tumoral microenvironment with increased T cell infiltration and reduced infiltration of myeloid-derived suppressor cells (MDSCs). Using T cell deficient mice, we demonstrate that the full anti-tumor effect of propranolol requires the presence of T cells. Flow cytometry-based analysis and RNA sequencing of FACS-sorted cells show that propranolol treatment leads to an upregulation of PD-L1 on tumor associated macrophages (TAMs) and changes in their chemokine expression profile. Lastly, we observe that the co-administration of propranolol significantly enhances the efficacy of anti-CTLA4 therapy. Our results identify propranolol as an immune modulating agent, which can improve immune checkpoint inhibitor therapies in soft tissue sarcoma patients and potentially in other cancers.

## Introduction

Soft tissue sarcoma (STS) is a heterogeneous group of rare mesenchymal tumors that represent approximately 1% of all adult malignancies. The main treatment option for most patients with localized disease is surgical resection, followed by radiotherapy and chemotherapy in selected subtypes [1]. Patients with metastatic diseases have poor clinical outcomes, with an overall survival rate of approximately 12–18 months [2]. Over the past decade, the development of immune checkpoint inhibitors (ICIs), which aim to boost anti-tumor T cell activity, has offered new treatment options for patients with melanoma and epithelial cancer, either as a single agent or in combination with conventional therapies [3]. However, ICIs have achieved suboptimal results on STS patients in two prospective clinical trials (SARC028 and Alliance A091401) of anti-PD1 alone, or in combination with anti-CTLA4 [4, 5]. Current adjuvant treatment to ICI for STS patients, such as axitinib, imposes significant additional toxicity [6]. These studies prompted the combination of ICIs with other less toxic immune modulatory agents to enhance the efficacy.

In recent years, beta-adrenergic signaling has been identified as a contributor to tumorigenesis, tumor progression, and metastasis [7–9]. The sympathetic nervous system maintains basal concentrations of circulating catecholamines, including epinephrine (Epi) and norepinephrine (NE), which signal through adrenergic receptors [10]. The levels of Epi and NE elevate in response to intermittent or chronic stress stimuli, and during tumor progression, neurons from surrounding normal tissues can be recruited to the tumor, further increasing the intratumoral NE level [11, 12]. Beta-adrenergic receptors (ADRBs) are widely expressed in normal tissue, and they are overexpressed in multiple cancer types such as colon, lung, and breast cancer [13]. In the tumor microenvironment (TME), cancer cells, as well as immune cells frequently express ADRBs [14]. Beta blockers are a class of drugs that competitively blocks the ADRBs and thereby reduces beta-adrenergic signaling. Propranolol, a nonselective beta blocker, was first approved in 1967 for cardiovascular indications. However, over the last 50 years, it has been approved for the management of a wide range of other indications, such as essential tremor, prophylaxis of migraines, and benign vascular tumors in infants [15]. Propranolol treatment has shown to be safe in both adult and pediatric cases [16, 17], with few mild side effects, including gastrointestinal disturbances, dizziness, fatigue, and hypotension. The side effects can be effectively managed without the discontinuation of the medication.

Retrospective studies have shown a correlation between beta blocker usage and reduced overall cancer-associated mortality among cancer patients [18]. The combination of propranolol with conventional cancer therapies such as chemotherapy has produced striking responses in hard-to-treat cases such as metastatic angiosarcoma [19–21]. The clinical effectiveness of propranolol against angiosarcoma has resulted in an Orphan Drug Designation by the European Medicines Agency (EMA) for the use against STS. Despite promising results in retrospective studies and small-scale clinical studies, the mechanism of action of propranolol in STS is still not completely understood. In angiosarcoma models of immune deficient mice, propranolol has been shown to reduce cancer cell proliferation and tumor angiogenesis [22]. However, solid tumors consist of not only cancer cells, but also immune cells, forming a complex and dynamic TME [23, 24]. The effect of ADRB stimulation on immune cells in the context of cancer is not well established. While some studies have shown that acute ADRB activation may improve immune function through natural killer (NK) cell mobilization [25], others have observed impaired functions of T cells in the presence of ADRB stimulation [26]. In a preclinical study, ADRB activation increased the generation of myeloid-derived suppressor cells (MDSCs) in vitro, and enhanced their immunosuppressive functions in murine breast cancer models, whereas blockade of ADRB signaling by propranolol reduced the number of MDSCs in both spleen and tumor of tumor bearing mice [27]. In clinical settings, propranolol has been shown to reduce surgically induced elevation in peripheral regulatory T cells (Tregs) in breast cancer patients undergoing radical mastectomy [28].

In this study, we investigated if ADRB signaling could alter the composition of the TME in STS using a syngeneic mouse fibrosarcoma model. We demonstrate that propranolol, as a single agent treatment, reduces tumor angiogenesis and improves the anti-tumor response by increasing the number of tumor infiltrating T cells. In addition, propranolol potently reduces intratumoral MDSCs and alters the gene expression profile of tumor associated macrophages (TAMs). Finally, we show that propranolol enhances the response to anti-CTLA4 treatment. Our data suggest that ADRB signaling contributes to the formation of an immunosuppressive TME in STS and identifies propranolol as an immune modulating agent that could increase the efficacy of checkpoint inhibitor therapy.

## Results

### Blockade of ADRB signaling delays sarcoma growth

To investigate the importance of ADRB signaling for sarcoma growth, we evaluated the effect of the nonselective ADRB blocker propranolol on a murine model of fibrosarcoma. C57BL/6 mice were inoculated s.c. with MCA205 fibrosarcoma cells and propranolol was administered orally via the drinking water. Propranolol treatment resulted in delayed tumor growth and increased median survival rate of the mice from 18 days to 21 days (Fig. 1A, B). To confirm the anti-tumor effect of propranolol, all tumors were excised and weighed on day 16 in a separate experiment. The weight of tumors from propranolol treated mice were significantly lower than control mice (Fig. 1C). Since propranolol has been reported to have anti-proliferative effects on a variety of epithelium-derived cancer cells [29], we investigated if the delay in tumor growth could be due to a direct inhibition of MCA205 proliferation. We first confirmed the gene expression of *Adrb1* and *Adrb2* in in vitro cultured MCA205 cells by qRT-PCR (Supplementary Fig. S1A). By subjecting cultured MCA205 cancer cells to propranolol in concentrations ranging from 0.4 µM to 200 µM, we observed a dose dependent inhibition of MCA205 proliferation and reduction of viability in vitro (Supplementary Fig. S1B, C). A similar effect was observed on the murine angiosarcoma cell line SVR and murine colon adenocarcinoma cell line MC38 (Supplementary Fig. S1D–G). To examine if an anti-proliferative effect could be observed in vivo, we stained tumor sections from control and propranolol groups for the proliferation marker Ki67 by immunohistochemistry. Surprisingly, the expression levels of Ki67 in tumors from both groups were similar, both in the tumor core and at the invasive front (Fig. 1D, E). This indicated that the effect of propranolol on tumor growth in vivo was unlikely due to direct inhibition of cancer cell proliferation.

**Fig. 1:**
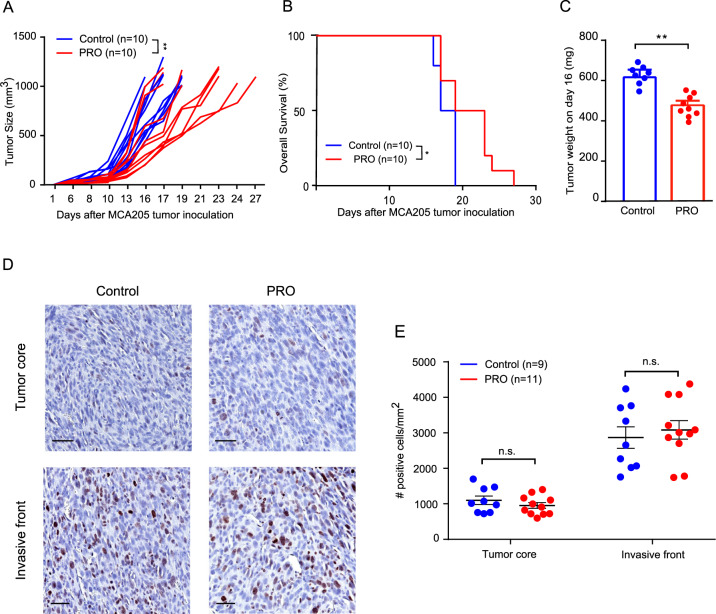
Pharmacological ADRB blockade by propranolol delays tumor growth of MCA205 fibrosarcoma. **A**, **B** Tumor growth curves (**A**) and survival rates (**B**) of control, and propranolol (PRO) treated mice (*n* = 10). **C** Tumor weight on day 16 (*n* = 8–9). **D** Representative Ki67 (brown) IHC staining on MCA205 tumor tissues from control and propranolol treated mice; hematoxylin counterstain; scale bar 50 µm. **E** Dot plot showing quantification of Ki67 staining in nine control mice and 11 propranolol treated mice. **p < 0.01, n.s. not significant, according to multiple *t* test with Bonferroni correction. Tumor growth and survival data were analyzed using TumGrowth software. Mean ± SEM are depicted.

Propranolol has also been demonstrated to be a potent anti-angiogenic agent in preclinical studies by reducing the expression of vascular endothelial growth factor A (VEGFA) [16]. Therefore, we measured *Vegfa* gene expression in MCA205 tumor RNA from control and propranolol treated mice using qRT-PCR. Propranolol treatment resulted in a 50% reduction in intratumoral *Vegfa* gene expression (Fig. 2A). Similarly, we observed a reduction of *Vegfa* gene expression in RNA samples from propranolol treated MC38 tumors (Fig. 2B), and a trend toward a decrease in propranolol treated SVR tumors (Fig. 2C). The expression levels of the *Kdr* gene encoding vascular endothelial growth factor receptor 2 (VEGFR2), the primary receptor of VEGFA, were similar between control and propranolol treated groups in all three tumor models tested (Fig. 2D–F). To confirm the anti-angiogenic effect of propranolol, we immuno-stained paraffin embedded tissue sections of MCA205 tumors for the endothelial marker CD34 and quantified the CD34-positive area in the tumor core, excluding necrotic areas. Tumor sections from the propranolol treated group had a significantly lower CD34-positive area compared to the control group, confirming the anti-angiogenic effect of propranolol (Fig. 2G, H). We did not observe any changes in the gene expression of lymphatic vessel marker *Lyve1* in tumor RNA upon propranolol treatment in any of the three models tested (Supplementary Fig. S2A–C). This indicated that lymphatic vessel growth was not affected by propranolol.

**Fig. 2:**
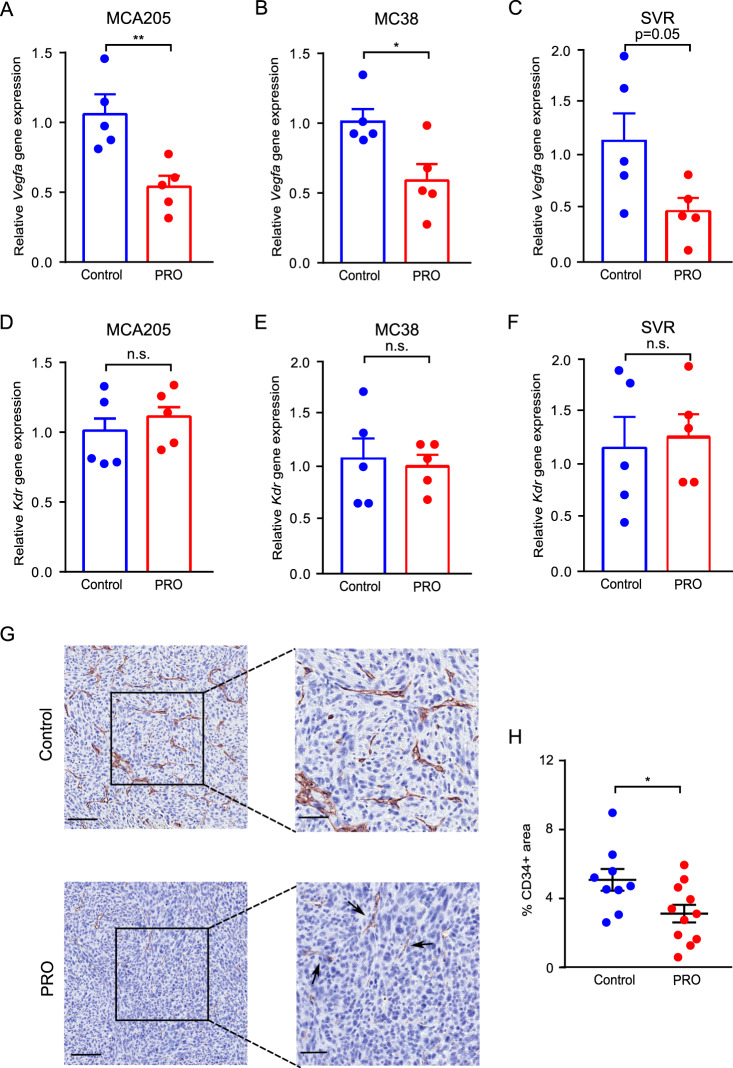
Propranolol treatment reduces tumor angiogenesis. **A**–**C** Quantification of angiogenic marker *Vegfa* gene expression in MCA205 (**A**), MC38 (**B**), and SVR (**C**) tumors from control mice and propranolol (PRO) treated mice by qRT-PCR (*n* = 5). **D**–**F** Quantification of *Kdr* gene expression in MCA205 (**D**), MC38 (**E**), and SVR (**F**) tumors from control mice and propranolol (PRO) treated mice by qRT-PCR (*n* = 5). **G** Representative CD34 (brown) IHC staining of MCA205 tumor tissue from control mice or propranolol treated mice; hematoxylin counterstain; scale bar 100 µm (left panels), and 50 µm (right panels). **H** Dot plot showing quantification of CD34 staining by percentages of DAB + area in 9 control mice and 11 propranolol treated mice. *p < 0.05, **p < 0.01, n.s. Not significant, according to multiple *t* test with Bonferroni correction. Mean ± SEM are depicted.

### The anti-tumor effect of propranolol involves T cell activity

To investigate if the mechanisms of action of propranolol extended beyond anti-angiogenic effects, we analyzed if propranolol affected the infiltration of T cells. The cellular composition of the lymphoid compartment of the MCA205 tumors was analyzed by multicolor flow cytometry. Propranolol led to an increased infiltration of CD4 + T cells into the tumors, without altering the ratio of Tregs (CD25 + CD4+) to total CD4 + T cells (Fig. 3A–C). There was also a trend toward an increase in intratumoral CD8 + T cells in the propranolol treated mice (Fig. 3D). By analyzing the expression of T cell activation marker CD137 and exhaustion marker PD1 on CD4 + and CD8 + T cells, we observed an increase in CD137 + PD1 + CD4 + T cells, and a trend towards increase in PD1 + CD8 + T cells in the TME (Fig. 3E, F). We did not observe changes in the abundance of NK cells in the tumors (Supplementary Fig. S2E).

**Fig. 3:**
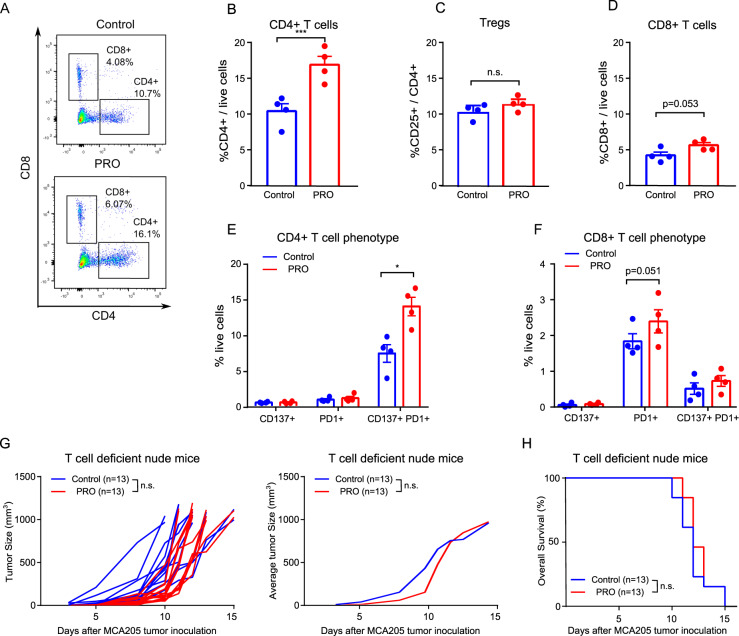
Propranolol treatment increases CD4 + T cell infiltration in MCA205 tumors. **A**–**F** Single cell suspensions were made from excised MCA205 tumors at the experimental endpoint and analyzed by flow cytometry. **A** Representative flow cytometry dot plot of CD4 + and CD8 + T cells in the TME. Quantification of CD4 + T cells (**B**), regulatory T cells (**C**), and CD8 + T cells (**D**) (*n* = 4). Quantification of CD137 + , PD1 + CD137 + PD1 + CD4 + T cells (**E**), and CD8 + T cells (**F**) among all live cells in the TME (*n* = 4). **G**, **H** Tumor growth kinetics (**E**) and survival rates (**F**) of control, and propranolol treated (PRO) nude mice (*n* = 13). For tumor growth and Kaplan–Meier curves, statistical analyses were performed using TumGrowth software. For other comparisons, multiple *t* tests with Bonferroni correction for multiple comparison were used. ***p < 0.005, n.s. Not significant. Mean ± SEM are depicted.

To directly test if the therapeutic efficacy of propranolol is dependent on the presence of T cells, we inoculated T cell deficient nude mice with MCA205 cells and treated them with propranolol. In nude mice, the growth rate of MCA205 tumors and survival rate of mice were comparable between control and propranolol treated mice (Fig. 3G, H). An experiment with immune competent mice was conducted using the same cell line stock concurrently, which confirmed the anti-tumor effect of propranolol in immune competent mice (data not shown). These results indicated that the anti-tumor effect of propranolol depends on the presence of T cells.

### Blockade of ADRB signaling affects the myeloid compartment of the TME

Since immunosuppressive cells of the myeloid lineage can contribute to tumor progression in a variety of cancer types and influence the recruitment and function of T cells [30], we investigated if propranolol affected the cellular composition of the myeloid compartment in the TME of MCA205 tumors. Flow cytometry-based analysis of the TME showed that propranolol treatment led to a striking reduction in the abundance of intratumoral myeloid-derived suppressor cells (MDSCs) (Fig. 4A, B). No difference was observed in the numbers of tumor associated macrophages (TAMs) (Fig. 4C). We next examined the phenotype of MDSCs and TAMs by measuring the surface expression of MHC II and PDL1 by flow cytometry. No difference was observed between the expression of these molecules in MDSCs (Supplementary Fig. S2G). However, interestingly, we found an increase in PDL1 expression (Fig. 4D), and a trend towards increased MHC II expression on TAMs from propranolol treated mice (Fig. 4F). There was no difference in the expression level of the M2 marker CD206 (Fig. 4G). In nude mice, we also observed an increase in PDL1 expression on TAMs in MCA205 tumors from propranolol treated mice (Fig. 4E), although less pronounced than in the presence of T cells (compare Fig. 4D, E). Although PDL1 expression on tumor cells is associated with poor prognosis in patients, a recent study indicates that PDL1 expression on macrophages is associated with a “hot” tumor phenotype and increased T cell infiltration [31]. In summary, our data suggest that macrophages can be affected directly by the blockade of ADRB.

**Fig. 4:**
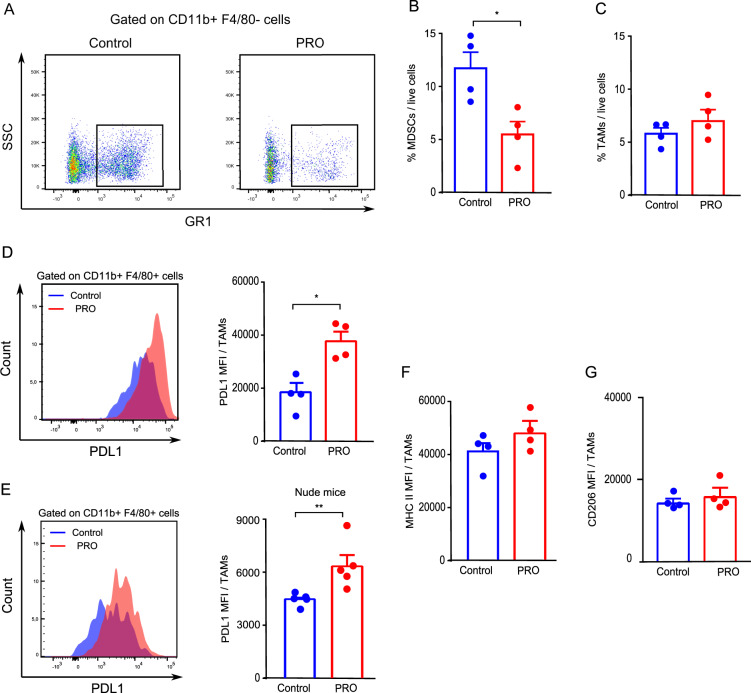
ADRB blockade by propranolol reduces intratumoral MDSCs and upregulates PDL1 expression on tumor associated macrophages (TAMs). Single cell suspensions were made from excised MCA205 tumors in immune competent mice and T cell deficient nude mice at the experimental endpoint and analyzed by flow cytometry (*n* = 3–5). **A**, **B** Representative flow cytometry dot plot (**A**) and quantification of MDSCs (CD11b + F4/80- GR1 + ) (**B**) in the TME of tumors from control and propranolol (PRO) groups in immune competent mice. **C** Quantification of TAMs (CD11b + F4/80+) in samples from control and propranolol treated immune competent mice. **D**, **E**, Representative histograms and quantifications of mean fluorescence intensity (MFI) of PDL1 on TAMs from immune competent mice (**D**), and T cell deficient nude mice (**E**). MFI quantification of MHC II (**F**) and CD206 (**G**) expression on TAMs in immune competent mice. Multiple *t* tests with Bonferroni correction for multiple comparison were used for statistical testing. *p < 0.05, **p < 0.01. Mean ± SEM are depicted.

### ADRB signaling affects the phenotype of macrophages in vitro

To test how macrophages respond to ADRB stimulation, we generated BMDMs. The differentiated macrophages were treated with the pan-ADRB agonist isoprenaline or with propranolol. The expression of PDL1 was increased by propranolol treatment while isoprenaline had no effect (Fig. 5A). We then evaluated the expression of the M1 markers CD86 and MHC II, and the M2 marker CD206 upon ADRB stimulation or subsequent blockade under M1 or M2 polarizing conditions. Isoprenaline dampened BMDMs’ response to IFNγ and LPS stimulation, demonstrated by a reduction in MHC II and CD86 expression. Subsequent blocking of ADRB with propranolol rescued the expression of these two markers (Fig. 5B, C). In the presence of the M2 polarizing cytokine IL4, isoprenaline enhanced the expression of CD206, skewing BMDMs further towards M2-like polarization. Blockade of ADRB by propranolol neutralized the effect (Fig. 5D). Interestingly, propranolol alone dampened the M2 polarizing effect of IL4; the expression levels of MHC II, CD86, PDL1, and CD206 on IL4 and propranolol treated BMDMs were similar to those of untreated control cells (Fig. 5D, and Supplementary Fig. S3A–C).

**Fig. 5:**
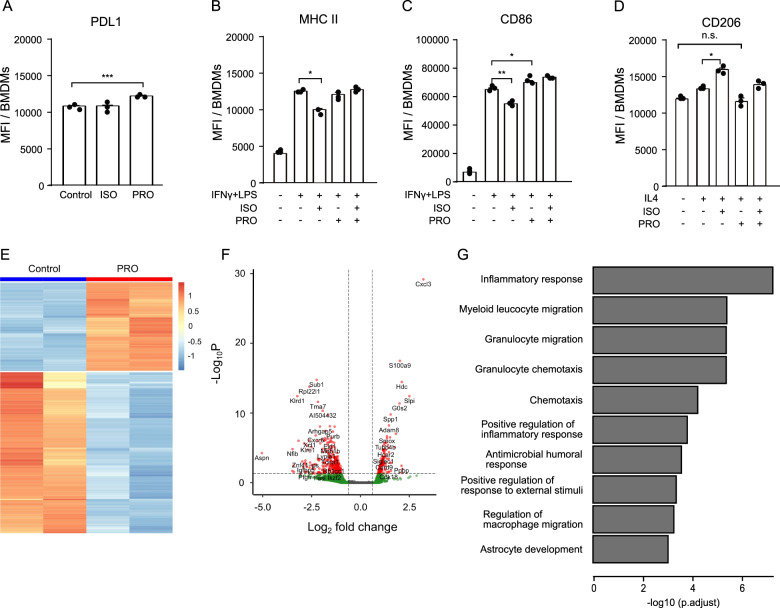
Macrophages are sensitive to ADRB stimulation and propranolol treatment leads to TAMs with distinct gene expression profiles. **A** Quantification of PDL1 MFI on non-polarized macrophages upon isoprenaline (ISO) or propranolol (PRO) treatment. isoprenaline and/or propranolol’s effect on the surface expression of MHC II (**B**), CD86 (**C**), or CD206 (**D**) under M1 polarizing condition with IFNγ and LPS or under M2 polarizing condition with IL4. **E**, **F**, RNA-seq analysis showing heatmap (**E**) and volcano plot (**F**) of genes differentially regulated in TAMs from control or propranolol treated mice. Data show two biological replicates. **G** Gene ontology analysis showing the biological processes most significantly enriched within genes that are differentially expressed between TAMs isolated from control mice or propranolol treated mice. *p < 0.05, **p < 0.01, ***p < 0.005, according to multiple *t* test with Bonferroni correction for multiple comparison. Mean ± SD are depicted.

### TAMs from MCA205 tumors of propranolol treated mice have a distinct gene expression profile

Ex vivo generated BMDMs are responsive to ADRB signaling and blockade. 

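TAMs were sorted as live CD11b+F4/80+ cells from MCA205 tumors, a mouse fibrosarcoma model, and their poly-adenylated RNA was sequenced. The 4 libraries comprised 2 from control mice and 2 from mice given propranolol at 0.5 g/L in the drinking water, numbered as replicates 1 and 2 in each group. The authors aligned the reads to the mm10 genome with STAR, kept alignments of high mapping quality, counted fragments on the exons of each GENCODE gene with featureCounts, and deposited these counts without normalization. The counts added up to 13798249 in control replicate 1, 23018142 in control replicate 2, 39818103 in propranolol replicate 1 and 16424081 in propranolol replicate 2. Of the 54146 genes listed, 28343 had a count in at least 1 library, and 21910 and 23501 genes were detected in the control libraries and 22762 and 20861 in the propranolol libraries. The 10 most abundant genes took between 7.47% and 8.97% of the counts of a library. The 37 genes encoded by the mitochondrial genome had 0 counts in all 4 libraries. Replicates of one group differed by more than the sampling noise, with a chi-square per degree of freedom of 11.7 between the control libraries and 14.9 between the propranolol libraries. Expression is given as CPM, the counts of a gene scaled to the TMM-normalized size of its library. Library sizes were normalized with TMM factors in edgeR, genes with low counts were removed with its filterByExpr function at a minimum count of 10, and the remaining 14688 genes were compared with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p under 0.05 and a change of more than 1.5-fold in either direction. Counting error alone allows up to 3 counts over a group in which none was seen, and this limit does not cover the differences between mice.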

To examine how propranolol affects the phenotype of TAMs in vivo, we FACS-sorted TAMs from MCA205 tumors of propranolol treated or control mice and extracted RNA for RNA sequencing (RNAseq). 

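The libraries were compared on log2 CPM with a prior count of 2. Over the 500 most variable genes, the first principal component held 76.7% of the variance and the second held 13.5%. Scores on the first component were -29.37 and -19.42 for the control libraries and 17.98 and 30.81 for the propranolol libraries. With a prior count of 5, the setting that moved this share most, the first component held 82.8%. Across all 14688 tested genes, which are not independent replicates, Pearson's correlation was 0.983 between the control libraries, 0.984 between the propranolol libraries and between 0.946 and 0.969 for a library of each group. The distance between groups exceeded the distance within groups most for the real grouping among the 3 ways to split the 4 libraries into equal groups (exact permutation test, one-sided, p = 0.333, the smallest p that 2 libraries against 2 allow). In 10668 genes (72.6%) both propranolol libraries lay above or below both control libraries, where chance gives 33.3%.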

TAMs from propranolol treated mice had a distinct gene expression profile compared to TAMs from control mice (Fig. 5E). We identified 390 genes, which were regulated by more than 1.5-fold (*p* < 0.05) in response to propranolol treatment (Fig. 5F). 

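In the comparison of TAMs from propranolol treated mice with TAMs from control mice, 4084 of the tested genes (27.8%) were changed by the edgeR quasi-likelihood test, with 1798 genes higher and 2286 genes lower after propranolol. Of these, 3792 are protein coding and 2513 changed by less than 2-fold. Among the settings fixed in advance, the count moved most when a log2 fold change above 1.5 was required, as the methods write the criterion, which left 728 genes, 61 higher and 667 lower. The log2 fold change rose with the GC content of the gene, with a rank correlation of 0.577 across 14681 genes. Of 10 groups of genes of similar size by GC content, the lowest (30.79% to 41.19%) had a median log2 fold change of -0.94, and 3 genes were higher and 885 lower. The highest group (57.74% to 75.46%) had a median of 0.46, and 482 genes were higher and 76 lower. When a smooth trend of each library with GC content was removed before the same test, 1855 genes were changed, 1125 higher and 730 lower, and 1323 of them were also among the 4084. The highest fitted log2 fold changes among the changed genes were those of Slc32a1, Dmkn, Areg, Cxcl3 and B230303A05Rik. Slc32a1 (chromosome 2, 158610767 to 158615748 of GRCm38) had 2 counts over the control libraries and 50 over the propranolol libraries, a ratio of 19.3 on the TMM scale (exact 95% counting interval 5.08 to 164). Its fitted log2 fold change of 4.02 was 2.75 without control replicate 2 and 7.59 without control replicate 1, where no control count is left, and without propranolol replicate 1 it had too few counts for a test. Dmkn (chromosome 7, 30763756 to 30781063) had a log2 fold change of 3.43 (standard error 0.71, adjusted p = 0.00331 from the edgeR test), and 4.50 without control replicate 2. Without control replicate 2, the adjusted p of the edgeR test was 0.0924 for Slc32a1 (lowest over the alternatives 0.000515) and 0.0735 for Areg (lowest 7.51e-05), and without propranolol replicate 1 it was 0.0799 for B230303A05Rik (lowest 6.90e-05), each the highest over the alternatives. The control counts of Slc32a1 and Areg all came from control replicate 1. The lowest fitted log2 fold changes were those of Bc1, Gm24245, Gm16242, Gm10933 and Igkv14-126, which had no counts in the propranolol libraries, so that the size of their falls is known only as a bound and they are not shown to be the largest. Against the limit of 3 counts over that group, Bc1 (chromosome 7, 144914470 to 144914637) was at least 29.8-fold lower and Igkv14-126 at least 10.4-fold lower on the TMM scale. For Bc1 the bound was 15.8 without control replicate 1, 53.4 without control replicate 2, 8.80 without propranolol replicate 1 and 21.0 without propranolol replicate 2. For Igkv14-126 it was 3.06 without propranolol replicate 1, 7.29 without propranolol replicate 2, 10.3 without control replicate 1 and 10.4 without control replicate 2. Igkv14-126 was no longer changed without propranolol replicate 1 (adjusted p = 0.0679 from the edgeR test, the highest over its alternatives, with 0.00154 the lowest). From the comparison of TAMs of both groups, the paper states that propranolol treatment leads to TAMs with a distinct profile of gene expression.

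**Figure D1:**
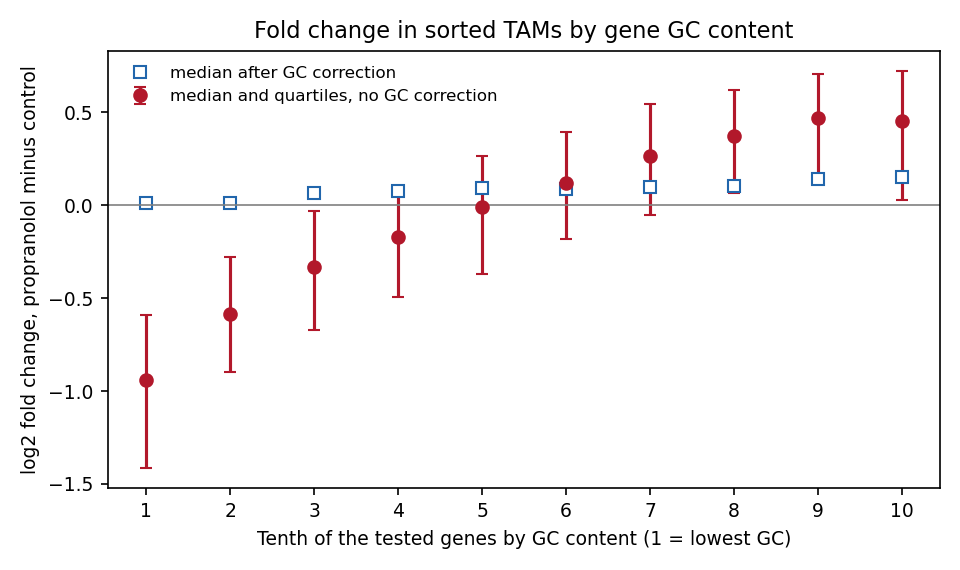
The log2 fold change of propranolol treated over control TAMs (vertical axis) for 10 groups of tested genes by GC content (horizontal axis), with the median and quartiles as filled circles and bars and the median after removal of the GC trend as open squares. The median is -0.94 in the lowest and 0.46 in the highest group, and 0.02 and 0.15 after the removal.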

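The 20 genes of Supplementary Table 3 were all changed in the same direction in these counts. The 10 risen genes had log2 fold changes from 1.81 to 3.25, with adjusted p-values from 2.80e-05 to 0.00161 from the edgeR quasi-likelihood test. The 10 fallen genes had log2 fold changes from -5.27 to -3.14, with adjusted p-values from 0.000127 to 0.00933 from the same edgeR test. The chemokine gene Cxcl3 (ENSMUSG00000029379.10, chromosome 5, 90786103 to 90789600) had 4.21 ± 0.136 CPM in control TAMs and 40.3 ± 3.27 after propranolol (SD, n = 2 libraries each), a log2 fold change of 3.25 (standard error 0.16). S100a9 (ENSMUSG00000056071.12, chromosome 3, 90692632 to 90695721), which encodes a calcium-binding protein of myeloid cells, had 20.1 ± 1.29 CPM in control TAMs and 83.1 ± 0.955 after propranolol (SD, n = 2 libraries each). Its log2 fold change was 2.04 (standard error 0.12, adjusted p = 6.05e-05 from the edgeR test). A list of neutrophil genes holds 7 genes of Supplementary Table 3, S100a9 among them, so their rise is not shown to lie within macrophages. Aspn (ENSMUSG00000021388.14, chromosome 13, 49544443 to 49567565) had 412 and 211 counts in the control libraries and 19 and 5 in the propranolol libraries, a log2 fold change of -5.27 (standard error 0.60, adjusted p = 0.000204 from the edgeR test), with -4.15 without control replicate 1 and -5.89 without control replicate 2. Klrd1 (ENSMUSG00000030165.16, chromosome 6, 129591782 to 129598775), which encodes a receptor of NK cells, had 22.9 ± 0.0710 CPM in control TAMs and 2.21 ± 1.46 after propranolol (SD, n = 2 libraries each), a log2 fold change of -3.24 (standard error 0.32, adjusted p = 0.000127 from the edgeR test), and -4.27 without propranolol replicate 1. In a list of NK cell genes that holds Klrd1, all 19 tested genes were lower, so its fall is not shown to lie within macrophages. Without control replicate 1, the fall of 3 genes no longer passed the threshold in the edgeR test: Pthlh (log2 fold change -1.89, adjusted p = 0.332), Robo1 (-2.30, adjusted p = 0.0781) and Col4a5 (-1.72, adjusted p = 0.0668), each the highest adjusted p over the alternatives of its gene, with the lowest at 6.03e-08, 3.39e-10 and 5.30e-14. After the removal of the GC trend, all 20 genes were still changed, with log2 fold changes from 1.48 to 3.81 for the risen and from -4.07 to -1.84 for the fallen genes. Supplementary Table 4 holds 387 different genes. All 387 were tested and changed in the same direction here, and the log2 fold change here minus the paper's had a median of -0.02 and a range from -0.59 to 0.26. The 123 risen genes of the table had a median GC content of 55.3% and the 264 fallen genes one of 40.3%, against 49.6% over all tested genes. After the removal of the GC trend, all 123 risen and 136 of the fallen genes were changed, and 12 of the 387 had the opposite sign.

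**Figure D2:**
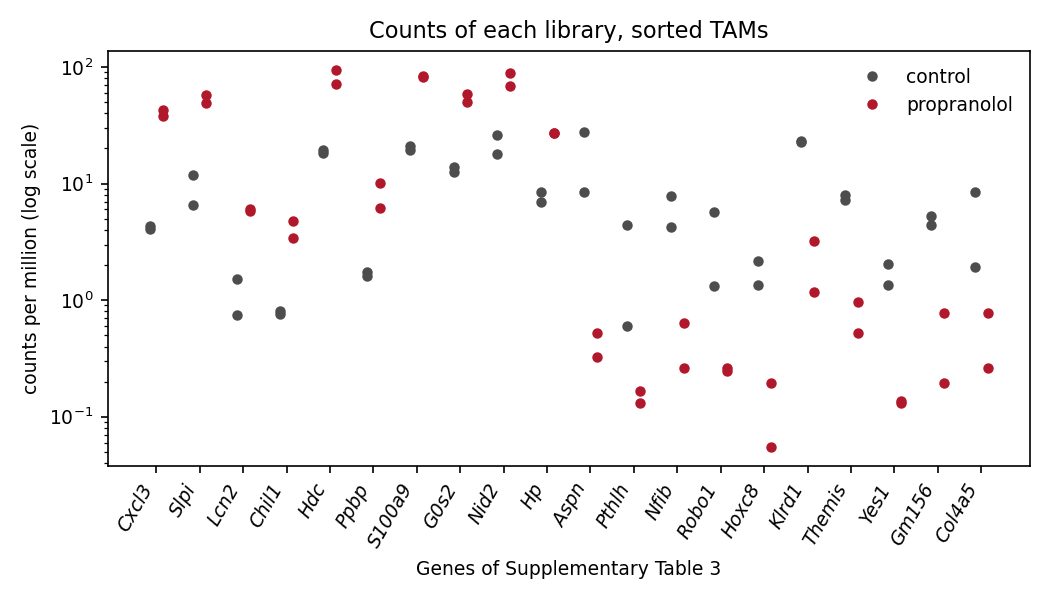
CPM (vertical axis, log scale) of the genes of Supplementary Table 3 (horizontal axis) in each library of control TAMs (grey) and of TAMs from propranolol treated mice (red), with 1 point per library. In all 20 genes, both propranolol libraries lie on the same side of both control libraries, from a rise of 4.21 to 40.3 on average for Cxcl3 to falls in the 10 genes on the right.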

The top ten most upregulated and down regulated genes are listed in Supplementary Table 3, and the complete list of differentially regulated genes can be found in Supplementary Table 4. 

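Gene lists written from gene symbols stood in for gene ontology terms, since the terms behind Fig. 5G were not used here. Of 69 tested genes of an inflammatory response list, 49 were higher and 20 lower after propranolol, with a median log2 fold change of 0.46 (camera test with a preset correlation of 0.01, adjusted p = 3.53e-05 over 22 lists). In this list 29 genes were changed upward and 6 downward, more than among the other tested genes (Fisher's exact test, two-sided, odds ratio 2.69, p = 6.47e-05, adjusted p = 0.000285). A list of granulocyte and myeloid leukocyte migration held 56 tested genes, of which 38 were higher and 18 lower, with a median log2 fold change of 0.42 (camera adjusted p = 0.000149). There, 23 genes were changed upward and 3 downward (Fisher's exact test, two-sided, odds ratio 2.26, p = 0.00396, adjusted p = 0.0124). Both passed the fry test, with adjusted p-values of 0.0404 for the inflammatory response and 0.0487 for granulocyte migration. With a correlation between genes estimated from the 4 libraries, neither passed (camera adjusted p = 0.571 and 0.6005). Over the 10 alternatives run, the adjusted p ranged from 8.22e-07 to 0.571 for the inflammatory response and from 2.43e-06 to 0.6005 for granulocyte migration. The lists were written after Supplementary Tables 3 and 4 had been read, and 23 and 14 of their tested genes are in Supplementary Table 4, so they are not independent of the paper's calls. Among the genes outside that table, 29 of 46 in the inflammatory response list and 24 of 42 in the granulocyte migration list were higher, with medians of 0.17 and 0.12 (log2). The lists also overlap, with 35 and 44 of their tested genes held by another of the lists.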

Gene ontology enrichment analysis revealed that the differentially regulated genes were involved in biological processes, including inflammatory response, myeloid leukocyte migration, and granulocyte migration (Fig. 5G).

### Propranolol enhances the effect of anti-CTLA4 treatment

A high abundance of tumor infiltrating T cells is a predictive marker of ICI efficacy, and a low number of MDSCs has been shown to correlate with an increased chance of responding to anti-CTLA4 therapy [32, 33]. Propranolol treatment led to increased T cell infiltration and reduced intratumoral MDSCs in MCA205 tumors and we, therefore, decided to combine propranolol with ICI therapy (Fig. 6A). First, propranolol was combined with anti-PDL1 treatment. MCA205 tumors were minimally responsive to anti-PDL1 treatment, and the tumor growth and survival rate of mice were comparable between the two ICI treated groups with or without propranolol (Supplementary Fig. S4A, B). Similar results were obtained when propranolol was combined with anti-PD1 treatment (Supplementary Fig. S4C–D), suggesting that ADRB blockade did not affect therapy targeting the PD1/L1 axis in this tumor model. This result indicates that propranolol induced upregulation of PDL1 is not sufficient to make the MCA205 tumors responsive to anti-PD-1/PDL1 therapy. Next, we tested the effect of anti-CTLA4 in combination with propranolol. Anti-CTLA4 alone led to temporary stabilization of MCA205 tumors, before the tumors became resistant to therapy. Interestingly, the addition of propranolol further delayed tumor growth and improved the survival rate compared to anti-CTLA4 alone (Fig. 6B, C). The treatment combination also improved the response rate to treatment, from 8/15 (53%) in anti-CTLA4 group to 12/15 (80%) in anti-CTLA4 + PRO group. One mouse in the anti-CTLA4 + PRO group showed complete tumor clearance, while none in the anti-CTLA4 single treated group achieved tumor free status. To investigate if the anti-tumor effects of propranolol and its ability to enhance the efficacy of anti-CTLA4 therapy also applied to other cancer types, we performed a similar experiment using the MC38 colon cancer model. We observed a similar anti-tumor effect of propranolol as a single agent as well as increased therapeutic efficacy when combined with anti-CTLA4 therapy (Fig. 6D, E). To gain insight into the mechanism of action of the observed synergistic effect, we performed immunohistochemical staining of CD8 and CD34 on paraffin embedded MCA205 tumor tissue sections from mice treated with anti-CTLA4 with or without propranolol. Anti-CTLA4 treated mice had a trend towards increase in tumor infiltrating CD8 + T cells compared to control mice, and the combination of propranolol and anti-CTLA4 led to a further increase in the number of tumor infiltrating CD8 + T cells (Fig. 7A, B). The anti-angiogenic effect of propranolol as a single agent treatment was also observed when used in combination with anti-CTLA4 in both the MCA205 (Fig. 7C, D) and MC38 tumor model (Supplementary Fig. S5A, B).

**Fig. 6:**
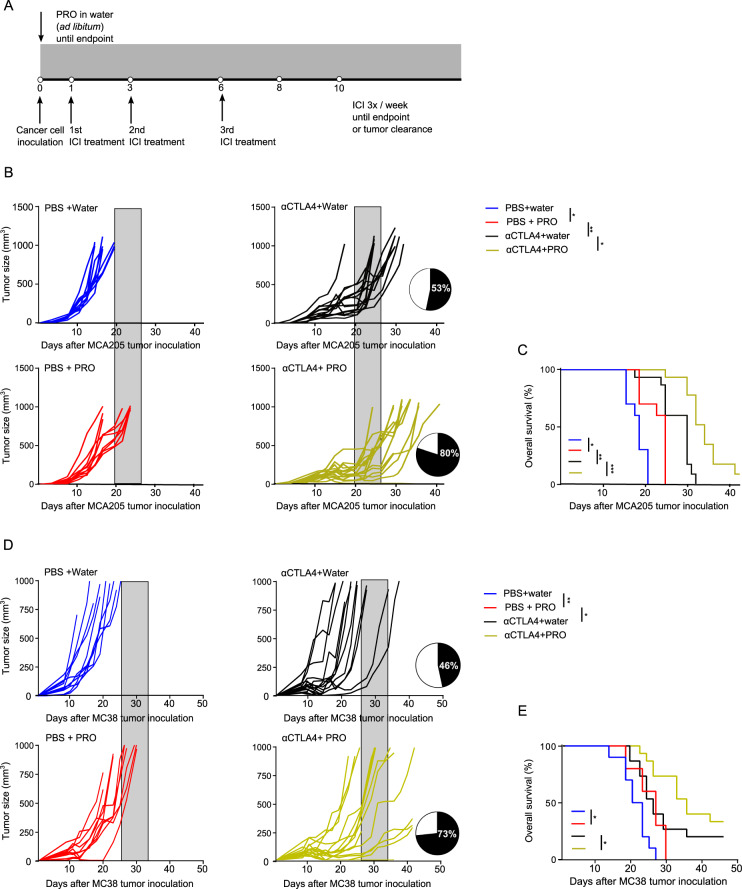
ADRB blockade by propranolol (PRO) improves the efficacy of anti-CTLA4 in MCA205 and MC38 tumor model. **A** Treatment regimen and experimental setup of immune checkpoint inhibitor (ICI) tumor studies. **B**, **C** Tumor growth kinetics (**B**) and Kaplan–Meier survival curves (**C**) of C57BL/6 mice inoculated with MCA205 cancer cells, treated with anti-CTLA4 and PRO. **D**, **E** Tumor growth kinetics (**D**) and Kaplan–Meier survival curves (**E**) of C57BL/6 mice inoculated with MC38 cancer cells, treated with anti-CTLA4 and PRO. Each line represents one animal. *n* = 10–15 per group. Pie charts indicate the response rate of treated mice. Therapeutic response is defined as having stable tumor volume for more than 7 days (four measurements). Shaded areas, included for easy comparison of the different treatment groups, represent the terminal tumor growth time frame of the PBS + water group. Statistical analyses were performed using TumGrowth software. *p < 0.05, **p < 0.01, ***p < 0.005.

**Fig. 7:**
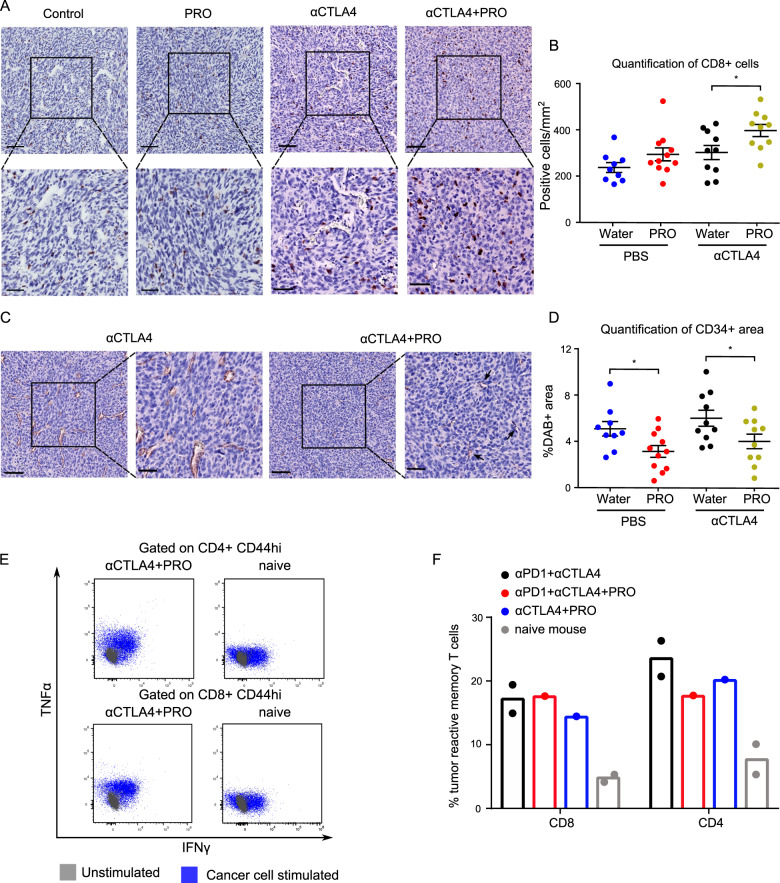
Propranolol combined with anti-CTLA4 increases the number of intratumoral CD8 + T cells, reduces tumor angiogenesis, and provides long lasting immune memory against MCA205 cancer cells. **A**–**C** Representative CD8 (**A**) and CD34 (**C**) IHC staining of MCA205 tumor tissues; hematoxylin counterstain; scale bar 100 µm (upper panels), and 50 µm (lower panels). **B**, **D** Dot plot showing quantification of CD8 (**B**), and CD34 staining (**D**). Splenocytes from cured mice were re-stimulated ex vivo with MCA205 cancer cells for 24 h, and intracellular cytokine expressions were quantified by flow cytometry. **E** Representative flow cytometry dot plots showing the expression of TNFα and IFNγ on CD4 + T cells (upper panels) or CD8 + T cells (lower panels) with memory phenotype from naïve mice (left panels) or anti-CTLA4 + PRO treated mice that had shown complete tumor regression(right panels). **F** Percentages of tumor reactive T cells (IFNy + or TNFa + ) with memory phenotype (CD44hi) among CD8 + or CD4 + T cells after 24 h ex vivo re-stimulation. *p < 0.05 according to multiple *t* test with Bonferroni correction. Mean ± SEM are depicted.

We then tested if propranolol could increase the response rate of an already very effective treatment regimen of combined anti-PD1 and anti-CTLA4 antibodies. Propranolol did not alter the effectiveness of the maximum dose of ICI treatment (Supplementary Fig. S4E, F). In the ICI treated groups with or without propranolol, 13/15 mice responded to treatment, and three mice experienced complete tumor regression. Out of the six tumor free mice from both ICI treated groups, three mice relapsed after treatment discontinuation.

### Anti-CTLA4 and propranolol treatment can lead to the development of immune memory against MCA205 cancer cells

As described above, complete tumor clearance was observed in a limited number of mice after combination treatment of ICI and PRO. To investigate if these mice developed immune memory against the cancer cells, we re-inoculated the mice with MCA205 cancer cells three months after tumor clearance. All mice remained tumor free during the one-month observation period, while five out of five tumor naïve mice developed tumors within 6 days of inoculation. To evaluate if cured mice developed long lasting T cell memory, isolated splenocytes from tumor free mice were stimulated with MCA205 cells and the expression levels of IFNγ and TNFα in T cells were examined by flow cytometry. T cells positive for either IFNγ or TNFα were defined as tumor reactive. CD44 was used to identify murine memory T cells. Splenocytes from tumor free mice treated with anti-PD1 + anti-CTLA4, anti-PD1 + anti-CTLA4 + PRO, and anti-CTLA4 + PRO harbored higher number of tumor reactive T cells with a memory phenotype against MCA205 cancer cells, compared to splenocytes from tumor naïve mice (Fig. 7E, F). The response levels between all tumor free mice were similar. The data supports that propranolol exerts anti-tumor effects that involve the formation of an anti-tumoral immune environment, and it suggests that combinations of propranolol and ICI could lead to durable therapeutic responses.

## Discussion

Clinical trials of checkpoint inhibitors have achieved suboptimal results in STS patients [4]; therefore, there is a need to improve immunological responses towards the tumor with immune modulatory agents. Retrospective analyses have shown a correlation between post-diagnostic use of nonselective beta blockers and increased relapse-free survival in a variety of cancer types [34, 35]. In this study, we demonstrated the potential of propranolol as a potent immune modulatory agent that can enhance the therapeutic efficacy of anti-CTLA4 checkpoint inhibitor therapy in STS using a murine fibrosarcoma model. We also show a similar effect of propranolol in a murine model of colon cancer.

Preclinical studies on the therapeutic effect of propranolol have identified direct anti-proliferative effect on angiosarcoma cells using in vitro assays and immune deficient mice. In our study, we did not observe a difference in Ki67 expression in tumor sections, indicating that a direct anti-proliferative effect of propranolol is not a major contributing factor to its anti-tumor effects in vivo. Activation of the ADRBs on immune cells has been shown to dampen the inflammatory response towards infectious disease [36, 37]. Here, we show that propranolol treatment resulted in an increased number of tumor infiltrating T cells, with a more prominent effect on CD4 + T cells. The propranolol induced increase in T cell infiltration is essential for the improved tumor control, since T cell deficient nude mice did not benefit from propranolol in terms of tumor growth and survival rate. In immune competent mice, we observed an increase in CD137 + PD1 + activated CD4 + T cells, which suggests that the potentiating effect of propranolol could operate through the increase in T cell recruitment and activation.

The myeloid cell of the TME can inhibit T cell functions, shape the angiogenic network in cancer, and regulate the recruitment of lymphocytes to the tumor [30, 38]. In this study, we observed a striking reduction of MDSCs in the tumor. MDSCs can stimulate angiogenesis and propranolol’s potent anti-angiogenic effect shown in this study could therefore be partially mediated by the reduction of MDSCs in the tumor. Another immune suppressive myeloid cell type, TAMs, are shown to be sensitive to ADBR signaling [39]. Here, we investigated the direct impact of propranolol on macrophage function in vitro using BMDMs. In line with the literature, we observed significant M2 polarizing effect of the ADRB agonist isoprenaline, while propranolol rescued the agonist induced downregulation of the M1-associated markers MHC II and CD86. Interestingly, we observed that propranolol alone was able to neutralize the M2 polarizing effect, which could be related to its ability to inhibit lipin-1, an enzyme suggested to be essential for IL4-mediated macrophage polarization in vitro. [40, 41]. 

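Among the 29 chemokine genes plotted in Supplementary Fig. S3D, 27 had enough counts for a test in TAMs. Of these, 12 were changed by the edgeR quasi-likelihood test, 7 higher and 5 lower after propranolol, and 12 were changed when adjusted over the list alone. The changed share was 44.4%, against 27.8% of all tested genes (Fisher's exact test, two-sided, odds ratio 2.08, p = 0.0820). Over all 28 tested chemokine ligands by symbol, which add Cx3cl1, 13 were changed (Fisher's exact test, two-sided, odds ratio 2.25, p = 0.0345, adjusted p = 0.0948 over 22 lists). Ccl2 (ENSMUSG00000035385.5, chromosome 11, 82035571 to 82037453 of GRCm38) had 219 ± 27.4 CPM in control TAMs and 475 ± 54.1 after propranolol (SD, n = 2 libraries each). Its log2 fold change was 1.12 (standard error 0.12, adjusted p = 0.000167 from the edgeR test). Cxcl2 (ENSMUSG00000058427.10, chromosome 5, 90903871 to 90905938) rose from 64.1 ± 7.15 to 174 ± 28.6 CPM (SD, n = 2 libraries each), a log2 fold change of 1.44 (standard error 0.13, adjusted p = 0.000103 from the edgeR test). Cxcl9 (ENSMUSG00000029417.9, chromosome 5, 92321347 to 92328079) fell from 550 ± 1.15 to 236 ± 65.4 CPM (SD, n = 2 libraries each), a log2 fold change of -1.22 (standard error 0.16, adjusted p = 0.000340 from the edgeR test). Xcl1 (ENSMUSG00000026573.7, chromosome 1, 164931644 to 164935527) fell from 18.0 ± 1.38 to 2.69 ± 1.76 CPM (SD, n = 2 libraries each), a log2 fold change of -2.64 (standard error 0.34, adjusted p = 0.000341 from the edgeR test), and -3.63 without propranolol replicate 1. Xcl1 is in a list of NK cell genes, of which all 19 tested were lower, so its fall is not shown to lie within macrophages. The other risen genes were Cxcl3, Ppbp (log2 fold change 2.25), Ccl24 (1.64), Cxcl1 (1.02) and Pf4 (0.86), and the other fallen genes were Cxcl13 (-2.51), Ccl1 (-2.01) and Cxcl12 (-1.01). Cxcl10 had a log2 fold change of 0.27 (standard error 0.09, adjusted p = 0.0357 from the edgeR test), under the fold threshold. Without propranolol replicate 1, the log2 fold change of Ccl24 was 0.70 (adjusted p = 0.133 from the edgeR test, the highest over its alternatives, with 9.13e-11 the lowest). Cxcl1, Ccl1 and Cxcl13 no longer passed the threshold without control replicate 2 (log2 fold changes 0.91, -1.72 and -2.47) or without propranolol replicate 2 (0.90, -1.66 and -1.98), and without propranolol replicate 1 Cxcl13 had -4.22 and Ccl1 -2.62. Other genes passed with a library left out. These were Ccl22 (-1.45), Ccl7 (-0.97), Ccl9 (-0.87) and Cxcl11 (-1.09) without propranolol replicate 1, Ccl7 (-0.62) without control replicate 1, and Ccl4 (0.61) and Ccl9 (-0.60) without control replicate 2. The number of changed genes was 9 without propranolol replicate 2 and 15 without propranolol replicate 1, the lowest and the highest with a library left out. After the removal of the trend with GC content, 14 genes were changed. Ccl12 (0.84), Ccl25 (1.20) and Cxcl14 (-0.67) were added and Cxcl13 (-1.78) was lost.

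**Figure D3:**
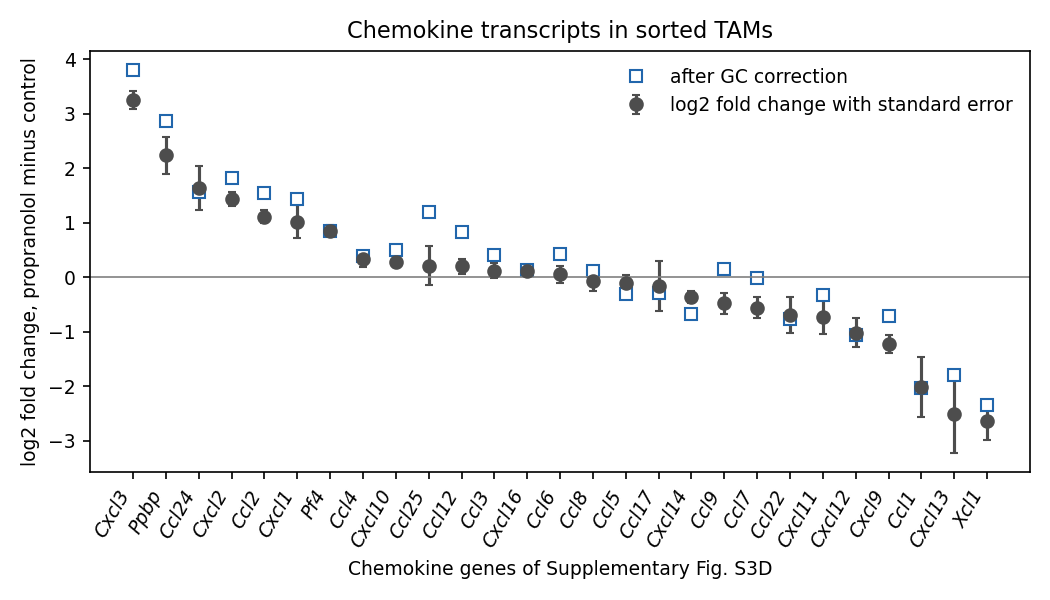
The log2 fold change of propranolol treated over control TAMs (vertical axis) for the 27 tested chemokine genes of Supplementary Fig. S3D (horizontal axis), with the estimate and its standard error as filled circles and bars and the estimate after removal of the GC trend as open squares. The estimates run from 3.25 for Cxcl3 to -2.64 for Xcl1, and Ccl8 and Ccl9 change sign after the removal.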

RNA sequencing of FACS-sorted TAMs confirmed that propranolol induced a distinct gene expression profile, and an altered chemokine profile (Supplementary Fig. S3D). These findings suggest that the propranolol induced changes in the lymphoid compartment could be partly caused by an altered TAM-mediated recruitment of lymphocytes.

Propranolol treatment induces a shift of the TME towards a pro-inflammatory state, which is potentially synergistic with ICI therapies. A high number of tumor infiltrating T cells has been associated with increased overall survival and response to immunotherapy in a variety of cancer types, including colorectal cancers, ovarian cancers, and melanoma [42, 43]. Moreover, a low number of MDSCs is associated with improved clinical response towards anti-CTLA4 and anti-PD1/PD-L1 checkpoint inhibitor therapies [44, 45]. By combining propranolol treatment with various ICI antibodies, we demonstrated that ADRB blockade significantly improves the efficacy of anti-CTLA4 therapy. The combination resulted in a reduced tumor growth rate and increased overall survival. In one case, the combination treatment resulted in complete MCA205 tumor clearance. Notably, the tumor free mouse is resistant to subsequent MCA205 tumor re-challenge three months after tumor clearance, highlighting that a durable anti-tumor response was obtained. Analysis of the presence of tumor reactive splenocytes showed that the complete response was accompanied by acquired long lasting T cell memory. This acquired immunity was comparable to that achieved with combined anti-CTLA4 and anti-PD1 treatment.

Few published studies have investigated the effect of ADRB blockade on the efficacy of ICIs. A retrospective analysis of melanoma patients treated with immune therapies showed that the concurrent usage of propranolol correlates with prolonged overall survival [46]. Recently, a phase I clinical trial investigating the combination of propranolol and pembrolizumab in a limited number of patients indicated that the treatment combination is tolerable and could lead to increased response rates [47]. Additionally, a preclinical study has shown that ADRB blockade by propranolol or genetic ablation of *Adrb2* improved anti-PD1 treatment outcome in a murine breast cancer model [48]. In our study, propranolol treatment did not improve the response of MCA205 model to anti-PD1 or anti-PDL1 treatment, which could be due to the difference in cancer types. Further effort needs to be directed to identify the cancer types that can benefit from the combination treatment, and elucidate which ADRB receptor is more critical to the anti-tumor effect of propranolol.

In the context of therapeutic cancer vaccines, propranolol has been demonstrated to improve naïve T cell priming, thereby boosting vaccine efficacy [49]. In another study, anti-CTLA4 enhanced the treatment outcome of a therapeutic cancer vaccine through the improvement of T cell priming in the lymphoid tissues [50]. Therefore, it is possible that propranolol and anti-CTLA4 synergistically stimulate the initial priming phase of an anti-cancer immune response, making this combination treatment particularly effective.

The data presented in this study provide new insights into the therapeutic effect of propranolol on STS and shows that propranolol modulates immune responses against STS by increasing T cell recruitment and by reducing the number of tumor infiltrating MDSCs. The study supports the idea that adrenergic signaling contributes to therapy resistance and strengthens the rationale of combining propranolol, a low cost, and relatively non-toxic adjuvant therapy, with ICI therapies for treating cancer patients.

## Methods

### Mouse studies

Animal experiments were conducted at the animal facility of the Department of Oncology, Herlev Hospital, Denmark, under license issued by the Animal Experiments Inspectorate. Daily maintenance of C57BL/6 and NMRI-nu/nu mouse stocks were performed by the animal caretakers at the animal facility. Experimental mice were females between 8 and 16 weeks of age. The right flank of mice was subcutaneously (s.c.) injected with 1 × 10^6^ MCA205 or 1 × 10^6^ SVR cells or 0.5 × 10^6^ MC38 cells. The mice were randomized into control or treatment groups after cancer cell inoculation. Tumor dimensions (length and width) were measured three times a week with a digital caliper by a blinded researcher. Tumor volumes were calculated by the formula: 0.5 x length x width^2^. The experimental endpoint was defined as tumor volume reaching 1000 mm^3^. Mice were sacrificed by cervical dislocation and the tumors were collected for further analysis unless otherwise noted. Tumors with ulceration were excluded from the analysis.

### Cell lines

The MCA205 cell line was purchased from Merck (SCC173) and cultured in complete growth medium, consisting of RPMI-1640 GlutaMAX™ Supplement HEPES, 20% FBS, 1% sodium pyruvate, 1% nonessential amino acids, and 1% P/S (All from Gibco). The complete growth medium was supplemented with β-mercaptoethanol (Gibco) at a concentration of 55 µM before use. The SVR cell line was purchased from ATCC (CRL-2280) and cultured in complete growth medium, consisting of DMEM, 10% FBS, and 1% P/S (All from Gibco). The MC38 cell line was retrieved from cell line biobank in the group and cultured in complete growth medium, consisting of DMEM, 10% FBS, and 1% P/S (All from Gibco). Cells lines were not tested for mycoplasm contaminations.

### Therapies

(±) Propranolol hydrochloride (propranolol) (Sigma) was dissolved in room temperature drinking water at 0.5 g/L and offered to mice ad libitum, starting on the day of cancer cell inoculation. Water bottles for all mice were changed every 3–4 days. In checkpoint inhibitor treated groups, mice were treated intraperitoneally (i.p.) three times a week, starting 1 day after cancer cell inoculation, with anti-PDL1 mAb (200 μg/mouse; clone 10 F.9G2, BioXcell), anti-CTLA4 mAb (200 μg/mouse; clone 9D9, BioXcell), anti-PD1 mAb (200 μg/mouse; clone RMP1-14, BioXcell), alone or in combinations until endpoint or one week after tumor clearance. Control mice were treated with PBS following the same treatment scheme.

### Bone marrow derived macrophages (BMDMs)

BMDMs were generated from the marrow of femurs and tibias from female C57BL/6 mice. Bones were rinsed in 70% ethanol and in PBS, and the bone marrow cells were flushed with PBS using a 25 G needle. After red blood cell lysis with RBC lysis buffer (Qiagen), cells were cultured in BMDM growth media, consisting of Iscove’s modified Dulbecco medium (IMDM, Sigma Aldrich), supplemented with 20% FBS, 1% P/S, and 20 ng/mL recombinant human M-CSF (R and D system), at a concentration of 1 × 10^6^ cells/mL. The growth medium was refreshed on day 3. Differentiated macrophages were collected on day 7, and the purity determined to be more than 98% by multicolor flow cytometry, using cell surface markers CD11b and F4/80. The macrophages were cultured under different conditions for 24 h for specific macrophage polarization. For M1 polarization of macrophages, 100 ng/mL LPS (Invitrogen) and 40 ng/mL IFNγ (PeproTech) were used. For M2 polarizations, 40 ng/mL IL4 (PeproTech) was used. For adrenergic stimulation and blockade, (±) isoprenaline hydrochloride (isoprenaline) (Sigma Aldrich) or propranolol was dissolved in BMDM growth media and added to the cells.

### Flow cytometry analyses

Excised tumors were minced with scissors and enzymatically digested in RPMI medium containing 2.1 mg/ml collagenase type 1 (Worthington), 75 μg/ml DNase I (Worthington), 5 mM CaCl_2_, and 1% P/S. Cells were then filtered through a 70 μm cell strainer. After red blood cell lysis, cells were incubated with FcR block (Miltenyi) for 10 min at 4 °C. Dead cells were excluded using Zombie Aqua viability dye (BioLegend). For membrane staining, cells were incubated with antibody mix at 4 °C in the dark for 20 min.

For intracellular IFNγ and TNFα staining, isolated splenocytes from tumor free mice were first stimulated with in vitro cultured MCA205 cancer cells in a 24-well plate for 24 h in MCA205 complete growth media. A ratio of 2 × 10^6^ splenocytes to 200,000 cancer cells were used. GolgiPlug (1/1000, BD Biosciences) was added to the mixed culture and incubated for an additional 4 h. Non-adherent cells were collected and stained for T cell markers and CD44 as a marker of murine memory T cells, before permeabilization using a FoxP3/transcription factor staining buffer set (eBioscience), according to manufacturer’s instruction. The cells were stained with anti-IFNγ and anti-TNFα antibodies (Biolegend) at 4 °C dark for 35 min. All antibodies used are listed in Supplementary Table 1. Data were acquired on a FACSCanto II (BD) or Quanteon (NovoCyte) flow cytometer after appropriate compensation using single-stained cells or compensation beads (BD Biosciences). Data were analyzed with Flow Jo software (Tree Star).

### Gene expression analyses

Excised MCA205 tumors were stored in RNAlater (Invitrogen) at −80 °C until RNA extraction. Tumors were placed in buffer RLT (Qiagen), and mechanically homogenized with Tissue Lyser (Qiagen). Total RNA extraction was performed with the RNeasy Mini kit (Qiagen), following the manufacturer’s instruction. A maximum of 1 μg of RNA, measured by NanoDrop Spectrophotometer (Thermo Scientific), was reverse transcribed into cDNA using iScript cDNA synthesis kit (Biorad), according to manufacturer’s protocol. qRT-PCR was performed using the Brilliant III Ultra-Fast SYBR® dye system (Agilent) with ROX as a reference dye. The loaded plates were run on an AriaMX Real-Time PCR System with the thermal profile: 1 cycle at 95 °C for 3 min, followed by 40 cycles of 95 °C for 5 s, 60 °C for 20 s. This was followed by a melting curve analysis of 65–95 °C with 0.5 °C increment, 5 s per step. Quantitative qRT-PCR data were normalized to the expression level of the housekeeping gene *Actb*. Data were analyzed using the 2^–ΔΔCt^ method, and fold change of treated group compared to the control group was calculated. Primer sequences are listed in supplementary table 2.

### Cell sorting and RNA sequencing

For TAM isolation, single cell suspensions of MCA205 tumors from control and propranolol treated mice were labeled with CD45 microbeads (Miltenyi) and the CD45 + cells were purified using magnetic separation. The CD45 + cell fractions were stained with Zombie Aqua viability dye, anti-CD11b, and anti-F4/80 antibodies. CD11b + F4/80+ live cells were sorted by FACS on the ARIA III (BD Biosciences). The purity of samples was tested to be at least 96%. RNA from sorted TAMs were extracted immediately after sorting, using RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. The quality of RNA samples was determined by Bioanalyzer (Agilent). Only samples with RNA integrity number (RIN) of more than 7.5 were used for RNA sequencing.

### RNA sequencing

In total 400 ng RNA was prepared for sequencing using polydT enrichment according to the manufacturer’s instructions (Illumina). Library preparation was performed using the NEBNext RNA library prep kit for Illumina. The library quality was assessed using a Fragment Analyzer followed by library quantification using the Illumina library quantification kit. Libraries were sequenced on a NovaSeq 6000 platform (Illumina) to a minimum depth of 30 million reads per sample. Sequenced reads were aligned to the reference mm10 genome for mouse using STAR, version 2.7.1. High-quality reads were filtered by MAPQ scores (MAPQ > 30) using SAMtools. The gene expression count matrix was generated using featureCounts version 1.6.4 and GENCODE gene annotation with the parameters “-p -t exon”. RNAseq data can be accessed on GEO repository (GSE174645).

For all analyses of the RNA seq data R version 4.0.3 was used. Analysis of differentially expressed genes was performed using DESeq2 package version 1.30 (Cut off p-adjusted value <0.05 and log2 fold change >1.5). For the GoSeq analysis, compareCluster from the clusterProfiler package version 3.18.0 was used. Redundant GOterms were excluded using the Simplify command. The Benjamini-Hochberg method and p-adjusted-value cut-off <0.05 were set as criterion for the GOSeq analysis. The ggplot2 package version 3.3.3, was used to visualize the top ten GOterms.

### Immunohistochemistry

MCA205 and MC38 tumors were fixed in 4% formaldehyde using Sarstedt formalin system overnight at 4 °C. Samples were transferred to 70% ethanol and stored at 4 °C until paraffin embedding. Tissues were embedded in paraffin and cut into 4 μm tissue sections. Hematoxylin and eosin staining was performed according to standard protocols. For CD34 immunostaining, 10 mM citrate buffer, pH 6.0 antigen retrieval, and rat anti-mouse CD34 (1:400, MEC 14.7, Novus Biologicals) were used. For CD8 immunostaining, proteinase K buffer antigen retrieval, rat anti-mouse CD8a (1:50, 4SM16, Invitrogen) were used. For Ki67 immunostaining, Target Retrieval Solution, Citrate pH 6.1 (DAKO), rabbit anti-mouse Ki67 (1:100, SP6, Abcam) were used. The sections were then stained with polyclonal rabbit anti-rat IgG (1:200, Dako), or EnVision rabbit (Dako) with NOVAred substrate (Vector). The tissue sections were counterstained with hematoxylin. The percentage of CD8 + or Ki67+ cells were quantified with Qupath software [51], using positive cell detection with optimized parameters. The percentage of CD34 + areas were quantified with Qupath software (ver. 0.2.3), using trained positive pixel classifier.

### Statistical analyses

Data analyses and graph generations were performed with Prism 6 (GraphPad) unless otherwise stated. Statistical analyses were performed using multiple *t* test with Bonferroni-Dunn correction for multiple comparisons. Tumor growth related statistics were analyzed with the open-access web tool TumGrowth (kroemerlab.shinyapps.io/TumGrowth/) [52]. Default settings were used.

## Supplementary information

Supplementary Figure S1–5

Supplementary Table 1. Antibodies used for flow cytometry analyses

Supplementary Table 2. Primer sequences for qRT-PCR on tumor or cell line RNA

Supplementary Table 3. Top 10 most upregulated and down regulated genes

Supplementary Table 4. List of differentially regulated genes

# Supplementary material for: Blockade of beta-adrenergic receptors reduces cancer growth and enhances the response to anti-CTLA4 therapy by modulating the tumor microenvironment
**Source:** Oncogene. 2022 Jan 11;41(9):1364–75. doi: 10.1038/s41388-021-02170-0
**Supplement:** Supplementary file 1 — Supplementary Figure S1–5

Supplementary figure S1

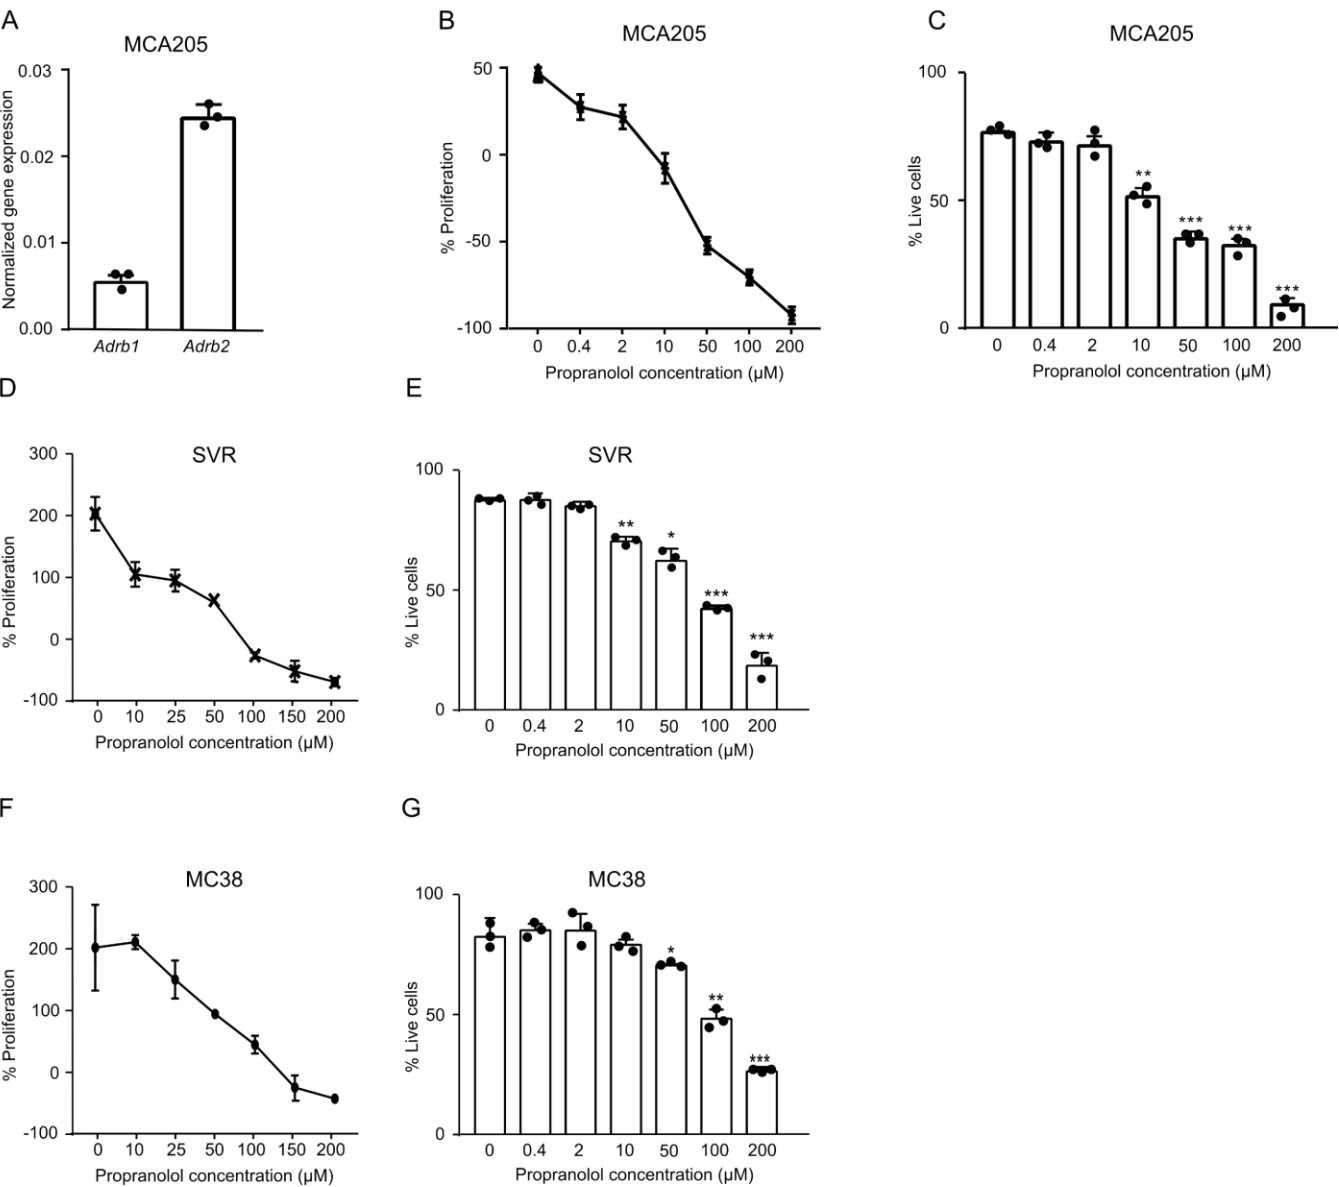

**Figure S1.** MCA205 fibrosarcoma, SVR angiosarcoma and MC38 carcinoma cells are sensitive to propranolol treatment. Dead cells were identified using trypan blue. Cell numbers are quantified manually using hemocytometer. **A**, Quantification of gene expression of *Adrb1*, *Adrb2* in in vitro cultured MCA205 cancer cells by qRT-PCR (normalized to *Actb*) (n=3, with 3 technical replicates each). **B-G**, Proliferation and viability of MCA205 (**B and C**), SVR (**D and E**) or MC38 cells (**F and G**) after 24 hours of propranolol treatment at various concentrations (n=3). \*p<0.05, \*\*p<0.01, \*\*\*p<0.005, according to multiple t test with Bonferroni correction. Mean  $\pm$  SD are depicted.

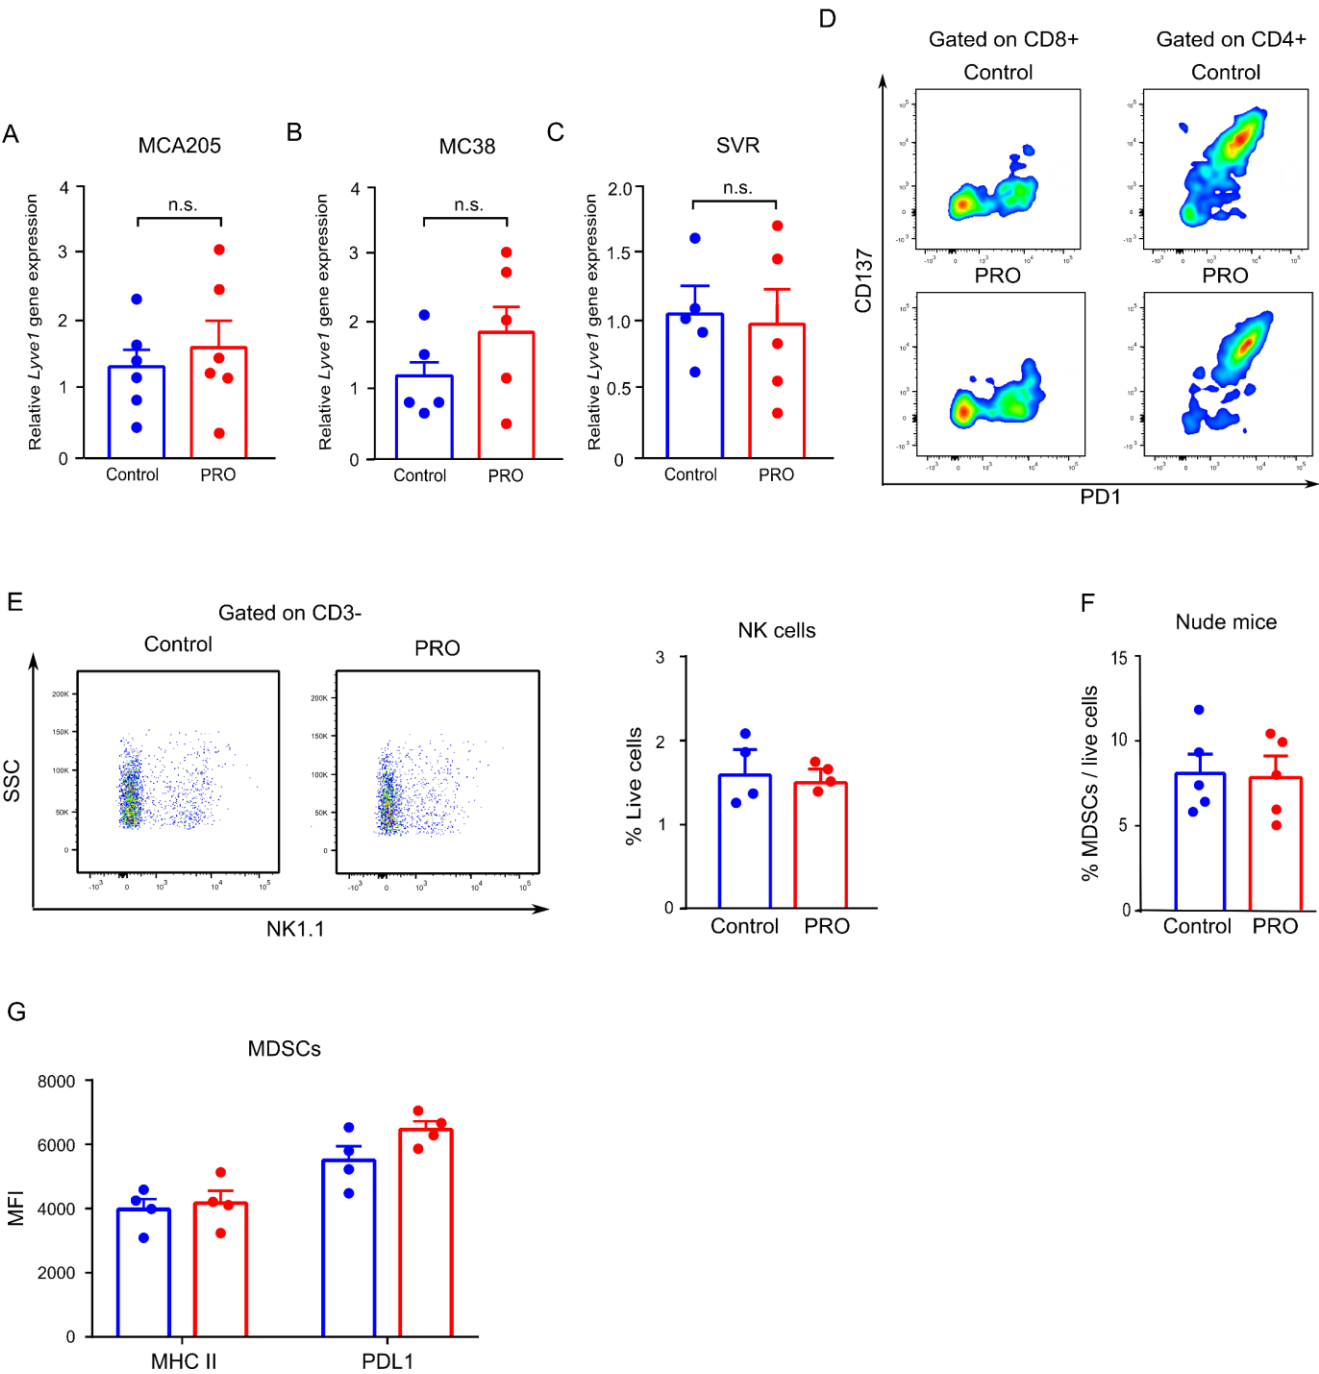

**Figure S2.** Effect of propranolol on lymphangiogenesis and immune cell composition in the TME. **A-C**, Quantification of lymphatic vessel marker *Lyve1* gene expression in MCA205 (**A**), MC38 (**B**), and SVR (**C**) tumors from control mice and propranolol (PRO) treated mice by qRT-PCR (n=5). **D-E**, Single cell suspensions were made from excised MCA205 tumors in C57BL/6 mice at the experimental endpoint and analyzed by flow cytometry (n=4). **D**, Representative flow cytometry dot plot (left) of PD1 and CD137 expression on tumor infiltrating CD4+ or CD8+ T cells. **E**, Representative flow cytometry dot plot (left) and quantification (right) of NK cells in the TME. Single cell suspensions were made from excised MCA205 tumors in nude mice at endpoint and analyzed by flow cytometry (n=5). **F**, Quantification of intratumoral MDSCs (CD11b+ F4/80- GR1+) in MCA205 tumors grown in nude mice. **G**, Quantifications of mean fluorescence intensity (MFI) of MHC II and PDL1 on intratumoral MDSCs in immune competent mice. Multiple t tests with Bonferroni correction for multiple comparison were used. n.s. not significant. Mean  $\pm$  SEM are depicted.

Supplementary figure S3

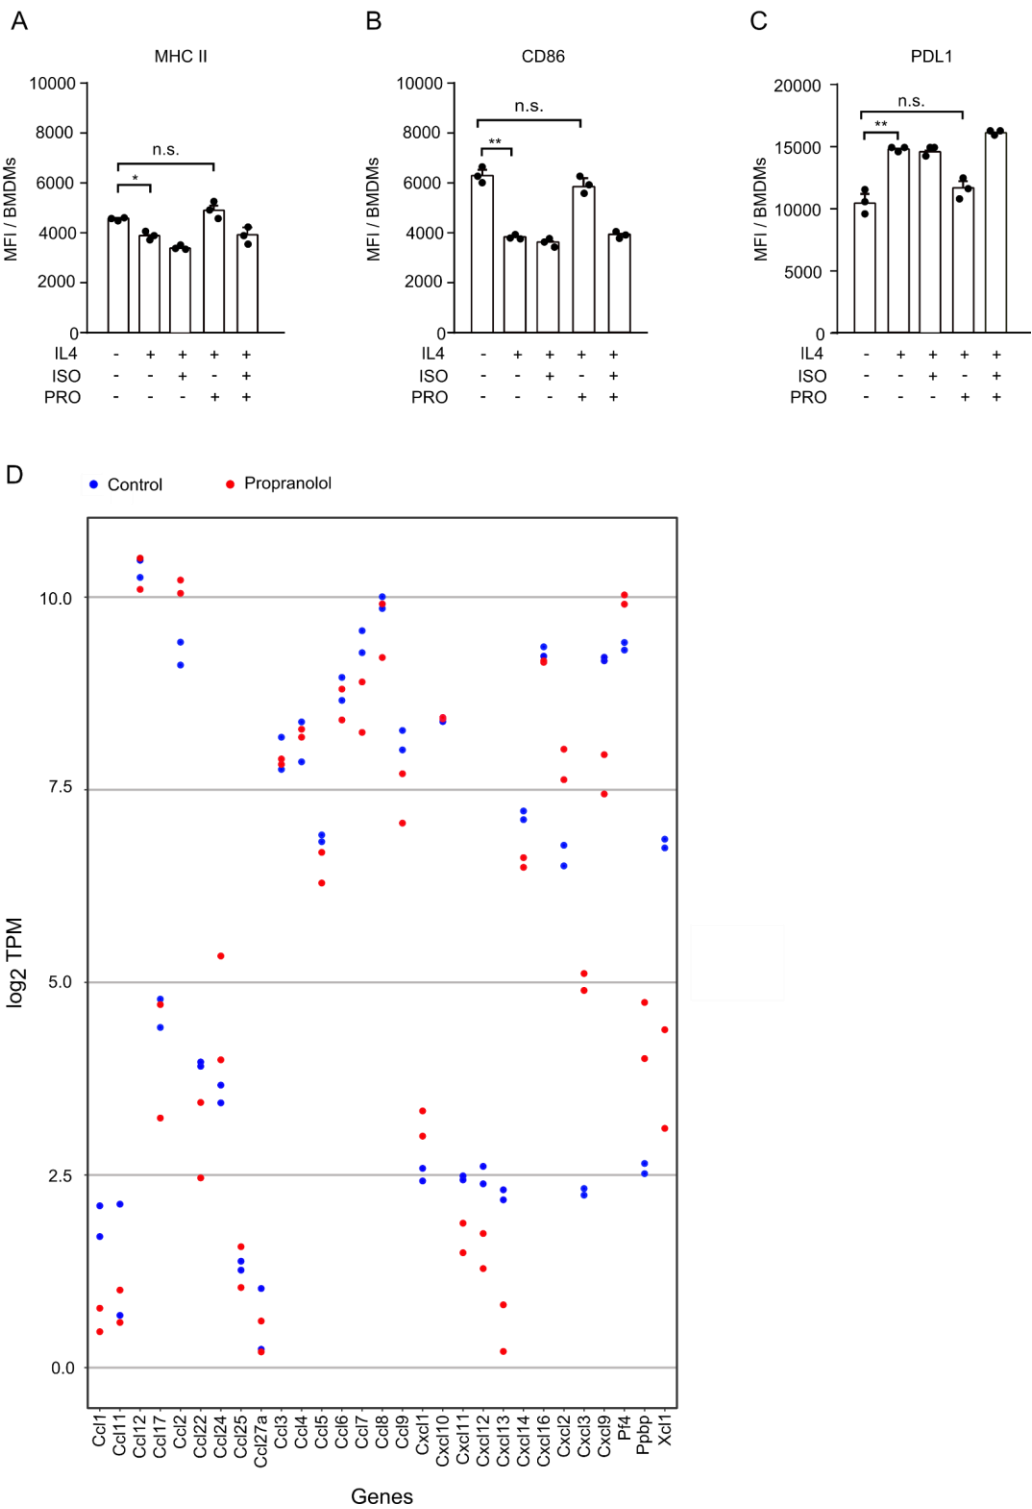

**Figure S3.** . Effect of propranolol on BMDMs and TAMs. **A-C**, BMDMs were stimulated with isoprenaline (ISO) or propranolol (PRO), in the presence of IL4, and cell surface marker expressions were evaluated by flow cytometry. Quantification of MHC II (**A**), CD86 (**B**), PDL1 (**C**) expression. **D**, TAMs from MCA205 tumors were sorted and subjected to RNA sequencing. **D**, The plot shows distinct chemokine expression in TAMs from the propranolol and control group. \* $p < 0.05$ , \*\* $p < 0.01$ , n.s. not significant, according to multiple t test with Bonferroni correction for multiple comparison. Mean  $\pm$  SD are depicted.

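For the chemokine plot of panel D, expression was computed from the counts in each TAM library as log2(TPM + 1), with the length of all annotated exons of a gene (GENCODE release M21). In control TAMs, the mean was 9.24 for Cxcl9, 6.85 for Xcl1, 2.32 for Cxcl3, 2.28 for Cxcl13 and 1.94 for Ccl1. In TAMs from propranolol treated mice, the mean was 7.76 ± 0.364 for Cxcl9, 3.799 ± 0.910 for Xcl1, 5.06 ± 0.153 for Cxcl3, 0.53 ± 0.441 for Cxcl13 and 0.64 ± 0.222 for Ccl1 (SD, n = 2 libraries each). Ccl11 had 17 and 5 counts in the control libraries and 15 and 3 in the propranolol libraries, and Ccl27a had 2 and 19 in the control and 17 and 2 in the propranolol libraries, so both were below the count minimum of the test.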

Supplementary figure S4

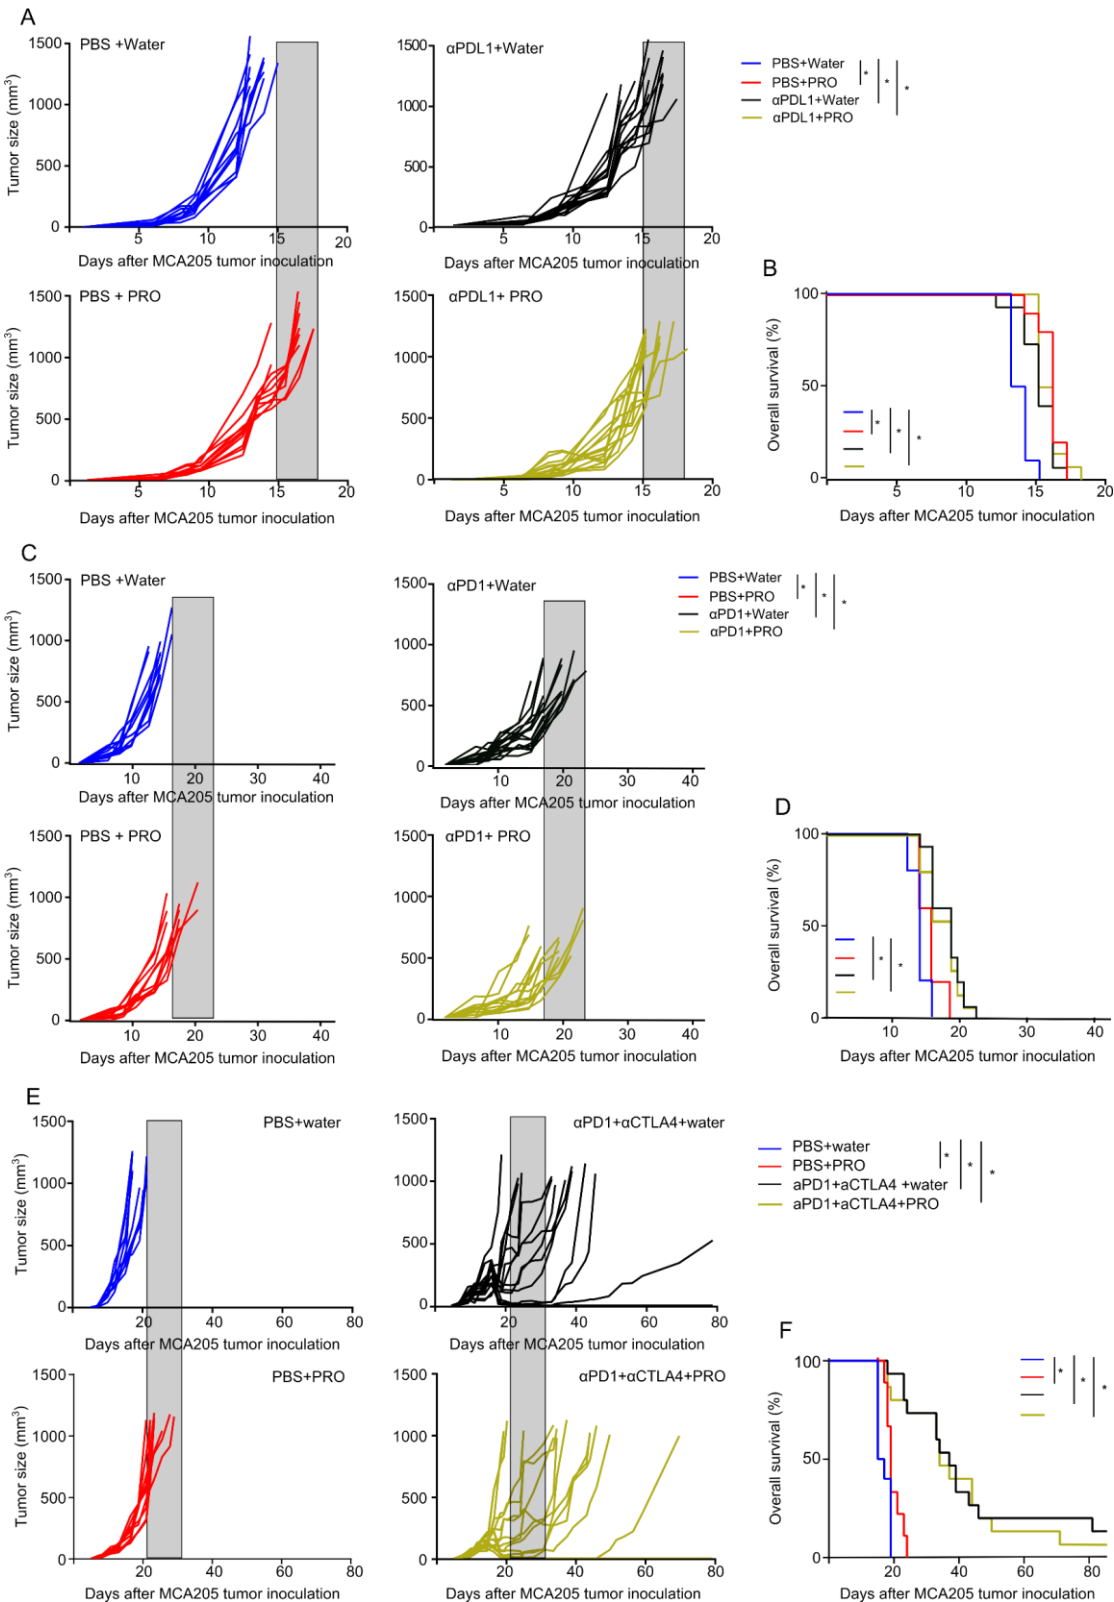

**Figure S4.** ADRB blockade by propranolol (PRO) does not improve the treatment efficacy of anti-PDL1, anti-PD1, and anti-PD1+anti-CTLA4 treatment in the MCA205 tumor model. C57BL/6 mice were inoculated with 10<sup>6</sup> MCA205 cells. **A&B**, Tumor growth kinetics (**A**), and Kaplan-Meier survival curves (**B**) of mice treated with anti-PDL1 and PRO. **C&D**, Tumor growth kinetics (**C**), and Kaplan-Meier survival curves (**D**) mice treated with anti-PD1, and PRO. **E&F**, Tumor growth kinetics (**E**), and Kaplan-Meier survival curves (**F**) of mice treated with anti-PD1, anti-CTLA4 and PRO. Each line represents one animal (n=10-15 per group). Shaded area represents the terminal tumor growth time frame of PBS+water group. Statistical analyses were performed using TumGrowth software. \*p<0.05

Supplementary figure S5

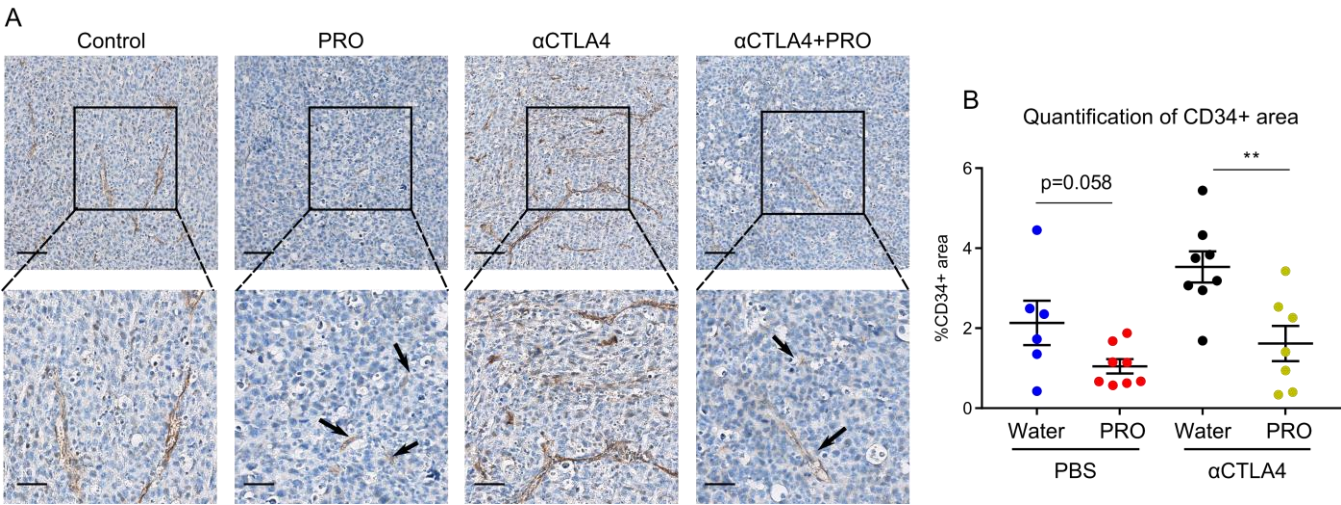

**Figure S5.** Propranolol reduces tumor angiogenesis in MC38 model. **A.** Representative CD34 (brown) IHC staining of MC38 tissues; hematoxylin counterstain; scale bar 100μm (upper panels), and 50μm (lower panels). **B.** Dot plot showing quantification of CD34 staining by percentages of DAB+ area. \*\*p<0.01, according to multiple t test with Bonferroni correction. Mean ± SEM are depicted.

How the deposited data were processed for this re-analysis (not part of the article)

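RNA sequencing counts from FACS-sorted TAMs of MCA205 tumors were re-analyzed for 4 libraries, 2 from control mice (labelled vehicle) and 2 from propranolol treated mice. The values are the counts of fragments per gene that the authors deposited, whole numbers without normalization, one column per library. The columns were matched to the libraries by the number that the labels give for each, and 0 columns were left out. According to the methods, the authors aligned the reads to mm10 with STAR, kept alignments of high mapping quality with SAMtools and counted exons with featureCounts for paired reads on a GENCODE annotation. The methods name neither the release of the annotation nor a strand option. The table lists 54146 genes, of which 25803 have no counts, and 0 of its entries lack a gene name.

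Genes were matched by identifier to GENCODE release M21 on GRCm38, which gave a symbol and a position for 54079 genes and none for 67. The GC content was that of the longest transcript and the length that of all exons of a gene. Of the tested genes, 14681 (99.95%) had both. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. The groups were compared with the edgeR quasi-likelihood test without further covariates. TMM factors were 1.08 and 1.09 for the control libraries and 0.914 and 0.931 for the propranolol libraries, and the common dispersion was 0.0172. The paper states its criterion as a 1.5-fold change in the results and as a log2 fold change above 1.5 in the methods. The former was used, since the smallest change in Supplementary Table 4 is below the latter, and the latter was an alternative. Standard errors of log2 fold changes were derived from the coefficient and the F statistic of the edgeR test, and none is given for a gene with no counts in a group. Fold changes of such genes are stated as bounds against 3 counts over the group, with library sizes multiplied by their TMM factors. The depth sets the precision of low genes, and counting intervals cover counting error only.

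The following choices were made before the data were examined. The genes named are the 20 of Supplementary Table 3, the chemokines of Supplementary Fig. S3D, the 5 highest and the 5 lowest fitted log2 fold changes among the changed genes, and a fixed set of genes related to products that the paper names elsewhere or used for sorting. Values of the first, and of the chemokines that Supplementary Table 4 lists, had been seen in the paper's tables. The alternatives were the DESeq2 Wald test, DESeq2 size factors or upper-quartile factors in edgeR, no filter or a stricter filter on low counts (a CPM of at least 1 in every library of a group), each library left out in turn, the replicate number as a block, a GC correction with and without that block, limma-voom, the edgeR glmTreat test against a 1.5-fold change, and other thresholds. In the GC correction, a natural spline with 5 degrees of freedom of each library's deviation in log2 CPM on gene GC content was removed through offsets. DESeq2 tests against a 1.5-fold change and a correction for GC content and length together were added after the data were seen. With a library left out, the lone library of its group was assumed to vary like the other group.

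Gene lists were written by hand from symbols before the counts were seen but after Supplementary Tables 3 and 4 had been read. There were 23 lists, of which 22 had at least 3 tested genes. The untested list was that of the genes encoded by the mitochondrial genome. Lists were tested with camera (preset correlation 0.01), fry, camera with an estimated correlation and, for the share of changed genes, Fisher's exact test against all tested genes, with Benjamini-Hochberg adjustment over the lists. Correlations of fold change with GC content are Spearman's, across genes. For 2 gene families their p-values come from 100000 permutations. Exact permutation over the 3 splits of the libraries cannot give a p below 0.333.

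The steps were tested on simulated data with the depth and dispersion of these libraries, in which 200 genes were changed by 1.5 on the log2 scale. The edgeR test called 76.5% of them with 5 false calls among 14259 genes, DESeq2 called 74.0%, and the DESeq2 test against 1.5-fold called 55.0%. When a GC trend was added to the simulated propranolol libraries, the edgeR test made 1742 false calls among 14149 genes, and 3 with the GC correction. A list shifted by 1 on the log2 scale had a camera p of 1.19e-32 and an unshifted list one of 0.501. The simulated genes were drawn independently, so these list results do not cover correlation between genes. The simulated GC trend was fitted with the same spline as the correction, so its removal there does not test how well the correction fits these data. Gene ontology terms and the flow cytometry, qRT-PCR and in vitro experiments of the paper were not analysed here.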

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

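The GC tests of the 6 gene lists given here, the correction for GC content and length together, the tests of more neutrophils and of a higher share of macrophages among the sorted cells, and the tests of the macrophage, monocyte and M2 lists without each library, in the form used, were chosen only after the result was seen. Each of these lists holds genes that the paper does not discuss as a set, and their transcripts were higher in TAMs from propranolol treated mice than in the control libraries. P-values are camera's, adjusted over 22 lists. With a correlation between genes estimated from the 4 libraries, none of the 6 passed 0.05 (0.534 for the neutrophil, 0.571 for the macrophage, 0.6005 for the monocyte and M2 lists, and 0.730 for the other 2).

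The neutrophil list had a median log2 fold change of 1.27, with 19 of 20 tested genes higher (camera adjusted p = 1.68e-07, fry adjusted p = 0.0178, range over 10 alternatives 7.88e-10 to 0.534). Its most abundant genes were Csf3r (113 CPM in control and 167 in propranolol libraries), S100a9 (20.1 and 83.1), Hdc (18.8 and 83.4), Trem1 (30.7 and 67.3) and Mmp9 (24.3 and 51.1), against 5557 and 6765 for the macrophage gene Lyz2. Another list holds 10 of the 20 genes, Supplementary Table 4 holds 9 and Supplementary Table 3 holds 7. The GC trend is excluded as the whole cause, since the median was 1.38 after GC correction. A single library does not carry the rise, since the largest adjusted p with each library left out was 1.26e-06. More neutrophils among the sorted cells and regulation of these genes within the macrophages by propranolol cannot be told apart, since sorted cells were sequenced in bulk. That 10 of the 11 list genes outside Supplementary Table 4 were higher does not separate them, because 19 of 20 over the whole list leave no lower count. By flow cytometry of tumors of this model, the paper reports fewer MDSCs after propranolol and no difference in TAM numbers. This goes against more neutrophils as far as the MDSC gate held neutrophils, which was not tested here. Those measurements count cells in the tumor and not among sorted TAMs, so they do not settle the question. The high purity that the paper's methods report for the sorted samples leaves room for only a small share of neutrophils.

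The macrophage list had a median of 0.32 with 17 of 20 genes higher (camera adjusted p = 0.00119, fry adjusted p = 0.0404, range over 10 alternatives 0.000492 to 0.571). Another list holds 6 of its genes. The most abundant were Apoe (10350 and 14630 CPM in control and propranolol libraries), Lyz2, Ctsb (4708 and 6892), C1qa (4137 and 3651) and C1qb (3157 and 4511). A GC trend is excluded as the whole cause, with a median of 0.32 after GC correction. So is 1 library alone, with a largest adjusted p of 0.00932 when each was left out. A higher share of macrophages after propranolol would lower the markers of every other cell type. The T cell, NK cell and fibroblast lists were lower, with medians of -1.18, -1.79 and -1.45 (log2). The neutrophil and monocyte lists were higher, with medians of 1.27 and 0.53. The test cannot exclude a higher share, because the neutrophil genes may have risen within the macrophages. The paper's methods report a high purity of the sorted samples, which leaves room for only a small rise in this share. Regulation by propranolol also remains open, as untested.

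For monocyte genes, the median was 0.53 with 9 of 12 higher (camera adjusted p = 0.0297, fry adjusted p = 0.0908, range over 10 alternatives 0.000851 to 0.6005). For M2 macrophage genes, it was 0.41 with 13 of 17 higher (camera adjusted p = 0.0159, fry adjusted p = 0.104, range over 10 alternatives 0.000492 to 0.6005). Other lists hold 4 of the 12 and 6 of the 17 genes. The most abundant were F13a1 (321 and 494 CPM) and Ccr2 (426 and 284), which moved in opposite directions, and Stab1 (2769 and 7146) and Mrc1 (1335 and 1683). After GC correction the medians were 0.94 and 0.51, which excludes the GC trend as the whole cause of either. An effect of 1 library and one of propranolol cannot be told apart for these 2 lists, because the largest adjusted p was 0.120 for the monocyte list without control replicate 2 and 0.111 for the M2 list without propranolol replicate 1. Their medians stayed above 0 without each library (0.51 to 0.75 and 0.37 to 0.51). The test as first written asked only whether camera fails without some library. By that form the rise of both lists would rest on 1 library, and the condition that the median also falls to 0 was added after the values had been seen.

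Ribosomal protein genes had a median of 0.46 with 58 of 79 higher (camera adjusted p = 6.01e-06, fry adjusted p = 0.0908, range over 10 alternatives 2.42e-08 to 0.730). Oxidative phosphorylation genes had a median of 0.35 with 58 of 77 higher (camera adjusted p = 0.000128, fry adjusted p = 0.109, range over 10 alternatives 1.58e-07 to 0.730). No other list holds these genes, and Supplementary Table 4 holds 8 and 5 of them. The GC trend is excluded as the whole cause, with medians of 0.44 and 0.32 after GC correction, and so is a joint effect of GC content and length, with medians of 0.44 and 0.34 after correction for both. RNA quality and library preparation, for which no values per library were used here, and an effect of propranolol on these transcripts remain open.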

How the results depend on the processing

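The DESeq2 tests against a 1.5-fold change and the corrections for GC content with length were chosen only after the result was seen. The other alternatives were planned.

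The number of changed genes, 4084 by the edgeR test, stayed within 1.5 times under the DESeq2 Wald test (3723, of which 3593 were shared with the 4084), DESeq2 size factors (4075), upper-quartile factors (3950), no filter (4466), a stricter filter (4001), limma-voom (3983) and without each library (3615 to 4329). Upper-quartile factors moved the median log2 fold change of all genes to -0.08. The count was 1855 (1125 higher, 730 lower) with GC correction and 1861 (1112 and 749) with correction for GC content and length. Removing the GC trend is what these settings do, and the cause of the trend is weighed under the other observations. A tighter or looser threshold changed the count by construction: 1093 (413 and 680) with glmTreat against 1.5-fold, 438 (169 and 269) with the DESeq2 test against 1.5-fold at either filtering level, 728 (61 and 667) above a log2 fold change of 1.5, and 6204 (3205 higher) with the adjusted p alone. The overlap with the 387 genes of Supplementary Table 4 lay between 383 and 387 without each library and was 259 with GC correction.

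Replicate numbers are shared by the groups, but no text pairs the mice. The differences between replicates 1 and 2 of the 2 groups correlated by 0.169 across genes, and 2 pairs are too few to show whether the numbers pair the libraries. With the replicate number as a block, 4362 genes were changed (1867 and 2495), and 2096 (1182 and 914) with the block and GC correction together.

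The first principal component held 76.6% of the variance with DESeq2 size factors, 71.0% with GC correction, 71.1% with a prior count of 0.5, 82.8% with one of 5 and 71.5% over all tested genes. The groups stayed apart on it in all 5. The cause of these shifts was not tested.

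The rank correlation of fold change with GC content was 0.449 with changed genes left out, between 0.527 and 0.580 for a propranolol library against a control library (0.529, 0.544 and 0.527 besides the highest), 0.0996 between the control libraries and 0.219 between the propranolol libraries. With length it was -0.141 over all tested genes, -0.0671 with changed genes left out, -0.111 for propranolol replicate 2 against control replicate 2, -0.0139 between the control libraries and 0.0968 between the propranolol libraries. Within a group, replicate 2 is set against replicate 1, and the sign has no meaning beyond that order. After GC correction the correlation with length was -0.00900 over all tested genes.

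By camera 12 gene lists passed 0.05, and 13 did so with the replicate number as a block and 13 with GC correction. By fry 6 passed, and 0 by camera with an estimated correlation. With that correlation the inflammatory response had a camera adjusted p of 0.571 and granulocyte migration one of 0.6005. At an unadjusted level 7420 single genes had p under 0.05 in the edgeR test. Some lists that passed under no setting of camera changed direction, with no cause tested. Chemokine receptors did so under fry (0.316), with GC correction (0.462), with correction for GC content and length (0.473), and without control replicate 1 or propranolol replicate 2, with adjusted p-values from 0.820 to 0.991 over all 4 fits without a library. Endothelial genes did so under both corrections (0.812 and 0.857), and without control replicate 2 or propranolol replicate 2 (0.298 to 0.918 over the 4 fits). B cell genes did so without control replicate 2 or propranolol replicate 1 (0.425 to 0.935 over the 4 fits), M1 macrophage genes without propranolol replicate 2 (0.425 to 0.948) and chemokine ligands without propranolol replicate 1 (0.395 to 0.935).

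Of 74 named genes tested, 46 were changed, and 15 had the opposite sign under some setting. Only 1 of the 46 was among those 15: Ptprc, changed with a log2 fold change of -0.74, had 0.22 with GC correction and 0.22 with block and GC correction. The other 14 were not changed in the edgeR test, and the cause was not tested for any of the 15 beyond the GC correction itself. With GC correction, and with the block added, log2 fold changes were 0.13 and 0.080 for Ccl8, 0.16 and 0.13 for Ccl9, 0.38 and 0.38 for Cd274, -0.041 and -0.045 for H2-Ab1, 0.067 and 0.066 for Cd86, 0.071 and 0.069 for Lyve1, and 0.028 and 0.023 for Itgam. With no filter, Ccl8 had 0.0098, Cd274 0.065 and Itgam 0.014. Cd274 had 0.016 with DESeq2 and 0.00055 with the block alone, and Ccl6 had -0.0041 with upper-quartile factors. Without single libraries, the lowest and highest values were -0.050 and 0.44 for Ccl12, -1.25 and 0.41 for Ccl17, -0.20 and 0.60 for Ccl25, -0.37 and 0.12 for Ccl5, -0.19 and 0.30 for Ccl6, -0.49 and 0.29 for Ccl8, -0.082 and 0.16 for Cd274, -0.27 and 0.055 for H2-Eb1, -0.33 and 0.14 for Vegfa, -0.56 and 0.19 for Lyve1, and -0.18 and 0.085 for Itgam. Under GC correction 5 named genes besides Ptprc lost and 5 gained a call. Without 1 library between 3 and 6 lost one.

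Depth limits low genes most. Without the filter the test covers 28343 genes, and the stricter filter drops 7 of the 74.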

Differences from the paper's values

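The DESeq2 tests against a 1.5-fold change were chosen only after the result was seen. The other tests in this part were planned.

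The paper gives 390 changed genes, and its Supplementary Table 4 lists 124 upregulated and 266 downregulated ones. The edgeR test on the counts gave 4084, with 1798 higher and 2286 lower. No alternative set before the data were examined came within 1.5 times of all 3 of the paper's numbers. The DESeq2 Wald test, the tool the paper names, gave 3723 (1840 and 1883), and the other normalizations, filters and tests, the leave-one-out comparisons, the replicate block and both GC settings all gave more than 1.5 times 390. A log2 fold change above 1.5, as the methods write the criterion, gave 728 (61 and 667), and glmTreat against 1.5-fold gave 1093 (413 and 680). The DESeq2 test against a 1.5-fold change, chosen after seeing the values, gave 438 (169 and 269) and fell within 1.5 times of the paper's numbers. It called 353 of the paper's 387 genes and drops 34, and with filtering at 0.05 it called 352 and drops 35. These are the only settings run that did so.

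The 390 entries of Supplementary Table 4 hold 387 different genes, since 3 are listed more than once. All 387 were changed in the edgeR test in the paper's direction. Of the 387, 137 exceed a log2 fold change of 1.5, the criterion in the methods, and the smallest absolute value in the table is 0.895. Supplementary Table 3 prints the changes of its downregulated genes without a minus sign, while Supplementary Table 4 lists the same genes with one. With that sign, each of its 20 log2 fold changes was smaller in size than the one computed here. The largest difference was 0.591, for Hoxc8 (-3.41 in the paper and -4.00 here). None exceeded the standard error, but both values come from the same counts, so the standard error does not measure their difference. The gene the paper calls Klrh1 is Gm156 in the annotation used here.

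The paper states a minimum depth of 30 M reads per sample, and the smallest library total here was 13.7982 M fragments (M, 1e6). The paper's number counts sequenced reads, while the total counts fragments kept after filtering and assigned to a gene, so they are not on one scale, and no alternative changes the total.

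The chemokine panel of Supplementary Fig. S3D labels its axis log2 TPM. For the 5 genes read by eye, the means of its points lie near the values computed here as log2(TPM + 1). For Xcl1 the control points have a mean of about 6.8 in Supplementary Fig. S3D, read by eye, and the mean here was 6.85. The points were read after the values here had been computed.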

Other observations

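The tests of depth, of cell makeup and of GC content on the gene lists, the joint correction for GC content and length, and the test of interferon-gamma signalling were chosen only after the result was seen. The tests of length, low counts, GC content within gene families, and fibroblast genes without each library were chosen before.

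The log2 fold change rose with gene GC content, and GC content explained 29.5% of its variance across genes. Library depth is excluded as the whole cause, since the correlation was 0.544 for propranolol replicate 2 against control replicate 1, the pair of libraries closest in total. Gene length is excluded, with a correlation of 0.565 given exon length, and so is noise of low counts, with 0.720 in the 3672 genes with the highest mean. A GC-dependent bias of the libraries is a candidate explanation. It predicts the trend within families of related function, and there it was 0.402 among 79 ribosomal protein genes (permutation test, two-sided, p = 0.000230) and 0.500 among 77 oxidative phosphorylation genes (permutation test, two-sided, p = 2.00e-05). After GC correction the correlation over all genes was 0.0522. A change of transcription or RNA stability with GC content under propranolol also remains open, as untested. Groups and any difference in library preparation between them cannot be separated in these libraries. Zinc finger protein genes had a median log2 fold change of -0.36, with 201 of 305 lower (camera adjusted p = 0.00119, fry adjusted p = 0.0404). The GC trend is a candidate explanation for this fall, since the median was 0.01 after GC correction (camera adjusted p = 0.556, range over 10 alternatives 0.00120 to 0.571).

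Transcripts of T and NK cells were lower in the sorted TAMs of propranolol treated mice. T cell genes had a median of -1.18, with 19 of 20 lower (camera adjusted p = 1.37e-05, fry adjusted p = 0.0908, range over 10 alternatives 2.42e-09 to 0.6005). NK cell genes had a median of -1.79, with 19 of 19 lower (camera adjusted p = 4.05e-06, fry adjusted p = 0.0908, range over 10 alternatives 1.03e-10 to 0.6005). Abundant members were Thy1 (84.3 CPM in control and 35.9 in propranolol libraries), Cd8a (78.9 and 21.4), Il2rb (176 and 72.4) and Prf1 (48.0 and 20.2). Supplementary Table 4 holds 4 of the T cell and 7 of the NK cell genes, and other lists hold 1 and 2. The GC trend is excluded as the whole cause, since the median nearest 0 after GC correction was -1.16. A lower share of macrophages in the control libraries would raise the markers of every other cell type there. The fibroblast list was also higher there (median log2 fold change -1.45), while the neutrophil list was higher after propranolol by a median of 1.27. The test cannot exclude a lower share, because the neutrophil genes may have risen within the macrophages. The high purity that the paper's methods report for the sorted samples leaves room for only a small difference in this share. Fewer T and NK cells or less of their RNA among the sorted cells, and lower transcription of these genes within TAMs, cannot be told apart, because the count of 38 of the 39 genes lower is the pattern itself and fits either. By flow cytometry of MCA205 tumors, the paper reports more CD4+ T cells after propranolol, a trend to more CD8+ T cells and no change in NK cells. The T cell gene that was not lower is Cd4, named here after its values were seen, with 13.3 CPM in control and 16.6 in propranolol libraries (log2 fold change 0.32, adjusted p = 0.138 from the edgeR test, 0.32 to 0.36 without each library, 0.17 after GC correction). The flow cytometry measurements count cells in the tumor and not among sorted TAMs.

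Fibroblast and fibrosarcoma genes had a median of -1.45, with 26 of 28 lower (camera adjusted p = 0.00102, fry adjusted p = 0.270, range over 10 alternatives 2.08e-11 to 0.730). Col1a1 had 905 and 375 CPM in the control and 247 and 277 in the propranolol libraries, and Col3a1 1294 and 423 in the control and 212 and 225 in the propranolol libraries. Fn1, the most abundant of the list, rose from 2173 to 3983. A single library is excluded as the whole cause by the largest adjusted p with each left out, 0.0126, but without control replicate 1 the median was -0.55, against -1.99 without control replicate 2. The GC trend is excluded too, with a median of -1.54 after GC correction. RNA of stromal or tumor cells in the sorted fractions, which differs between the control libraries, and an effect of propranolol remain open, as untested.

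Interferon-gamma response genes had a median of -0.17, with 20 of 29 lower. Members moved both ways, with Cxcl9 changed by -1.22 and Cxcl10 at 0.27, under the fold threshold. In the edgeR test 9 of the genes were changed downward and 2 upward, and with GC correction 3 were changed. Less interferon-gamma signalling could lower these genes. The camera adjusted p was 0.125 and ranged from 0.00615 to 0.797 over 10 alternatives, so the list test cannot tell this from no change. It passed with GC correction (0.00809), with correction for GC content and length (0.00615) and without propranolol replicate 1 (0.0372).

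The remaining lists did not pass 0.05 by camera. Their medians and camera adjusted p-values were -0.12 and 0.763 for M1 macrophage genes, 0.33 and 0.0814 for the cAMP and CREB response, 0.12 and 0.286 for the cell cycle, 0.76 and 0.231 for platelets, -0.32 and 0.681 for B cells, 0.24 and 0.518 for endothelial cells, -0.44 and 0.0866 for dendritic cells, and -0.04 and 0.875 for chemokine receptors. Chemokine ligands had a median of -0.0036, a mean of -0.03 and a camera direction upward, with an adjusted p of 0.763. B cell genes passed the fry test (adjusted p = 0.0491). Dendritic cell genes passed with GC correction (0.00261) and without propranolol replicate 1 (0.0258). The cAMP and CREB list passed without control replicate 2 (0.0364) and without propranolol replicate 1 (0.0165). The highest adjusted p over the 10 alternatives was 0.935 for B cells, 0.6005 for dendritic cells and 0.730 for cAMP and CREB, and the lowest were 0.0491, 0.00258 and 0.0165.

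Transcripts in sorted TAMs are given here as values for genes related to products that the paper measures in other samples or by other methods, or names. Adjusted p-values are from the edgeR test. Cd274, which encodes PDL1, had 146 CPM in both groups (log2 fold change -0.0071, adjusted p = 0.966). After GC correction it had 0.38 (adjusted p = 0.0377, under the fold threshold, range over 12 alternatives 0.00829 to 0.997). The MHC II genes H2-Aa, H2-Ab1 and H2-Eb1 had -0.32, 0.30 and -0.12, and Cd86 -0.46 (adjusted p = 0.00560), all under the fold threshold. Mrc1, which encodes CD206, had 0.33 (adjusted p = 0.0224), and 0.85 after GC correction, where it was changed. Adrb1 had -1.81 (adjusted p = 0.0502) at 0.897 and 0.255 CPM, changed after GC correction (-2.12), and Adrb3 had 0, 1, 0 and 1 counts and was not tested. Pdcd1 had -1.29, Ctla4 -1.10, Tnfrsf9 -0.59, Cd34 -1.19 and Mki67 -0.62, all changed. With GC correction Pdcd1 had -1.56 and was changed, and it had -1.97 without propranolol replicate 1 and -0.85 without propranolol replicate 2, while Ctla4 (-0.52), Tnfrsf9 (-0.43), Cd34 (-0.63) and Mki67 (-0.36) were not. Without control replicate 1, Cd34 (-0.69) was not changed and the Tnfrsf9 log2 fold change of -0.51 was under the threshold, as were Mki67 (-0.53) without control replicate 2, and Mki67 (-0.56) and Tnfrsf9 (-0.36) without propranolol replicate 2. Vegfa (-0.10), Kdr (0.64), Lyve1 (-0.25) and Lpin1 (-0.12), which encodes lipin-1, were not changed, but Kdr passed without propranolol replicate 2 (0.81).

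Among the markers used for sorting, Ptprc, which encodes CD45, fell from 767 to 461 CPM (log2 fold change -0.74, adjusted p = 0.000301 from the edgeR test) and had 0.22 after GC correction. Its GC content is 39.4%. Itgam (-0.06) and Adgre1 (0.18) were not changed.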
